# A tissue-specific self-interacting chromatin domain forms independently of enhancer-promoter interactions

**DOI:** 10.1038/s41467-018-06248-4

**Published:** 2018-09-21

**Authors:** Jill M. Brown, Nigel A. Roberts, Bryony Graham, Dominic Waithe, Christoffer Lagerholm, Jelena M. Telenius, Sara De Ornellas, A. Marieke Oudelaar, Caroline Scott, Izabela Szczerbal, Christian Babbs, Mira T. Kassouf, Jim R. Hughes, Douglas R. Higgs, Veronica J. Buckle

## Abstract

Self-interacting chromatin domains encompass genes and their *cis*-regulatory elements; however, the three-dimensional form a domain takes, whether this relies on enhancer–promoter interactions, and the processes necessary to mediate the formation and maintenance of such domains, remain unclear. To examine these questions, here we use a combination of high-resolution chromosome conformation capture, a non-denaturing form of fluorescence in situ hybridisation and super-resolution imaging to study a 70 kb domain encompassing the mouse α-globin regulatory locus. We show that this region forms an erythroid-specific, decompacted, self-interacting domain, delimited by frequently apposed CTCF/cohesin binding sites early in terminal erythroid differentiation, and does not require transcriptional elongation for maintenance of the domain structure. Formation of this domain does not rely on interactions between the α-globin genes and their major enhancers, suggesting a transcription-independent mechanism for establishment of the domain. However, absence of the major enhancers does alter internal domain interactions. Formation of a loop domain therefore appears to be a mechanistic process that occurs irrespective of the specific interactions within.

## Abstract (web summary)

Self-interacting chromatin domains encompass genes and their *cis*-regulatory elements. Here the authors use high-resolution chromosome conformation capture and super-resolution imaging to study a 70 kb domain that includes the mouse α-globin regulatory locus and find that a tissue-specific self-interacting chromatin domain forms independently of enhancer-promoter interactions.

## Introduction

The biological activity of our genomes is not determined by the linear DNA sequence alone; a major current goal in biology is to characterise the three-dimensional (3D) architecture of chromatin in the interphase nucleus, to establish how it changes during development and differentiation and to elucidate the functional implications of that organisation. Proximity ligation and deep sequencing techniques have identified megabase-scale topologically associating domains (TADs) throughout the genome^1,2^. Within that framework there are sub-TAD structures or domains that appear to undergo reorganisation between cellular states^3–5^. Chromatin loops are thought to occur within such domains, bringing gene promoters into proximity with their cognate *cis*-acting regulatory elements within the same domain^6–10^. TADs and sub-TADs can be anchored by CTCF/cohesin^5^, and such boundary sites have been shown as necessary to prevent abnormal enhancer–promoter contacts^11–13^. Hence a sub-TAD or loop domain can define the region of influence of an enhancer, which represents a fundamental mechanism for specificity and selectivity in gene regulation. What remains unclear is the three-dimensional form of the domain that must arise to support optimal enhancer–promoter interactions and what elements are important to mediate this structure.

To establish chromatin architecture at sequential stages of differentiation and in the absence of key elements, we have utilised the well-characterised murine α-globin regulatory locus. This locus is contained within a 70 kb self-interacting domain in which we have previously identified all *cis*-acting elements, including promoters, enhancers and CTCF/cohesin-binding sites (Fig. 1)^14^. In mES cells the α-globin promoters and five enhancers are not bound by transcription factors and the genes are silent^15^. Further, we detect no evidence of a strong self-interacting domain in mES cells, whereas such a structure is clearly present in differentiating erythroblasts^16^. Yet the largely convergent boundary elements are occupied by CTCF and cohesin in both cell types^17^, suggesting that CTCF/cohesin are not the primary mediators of this tissue-specific domain formation.

**Fig. 1:**
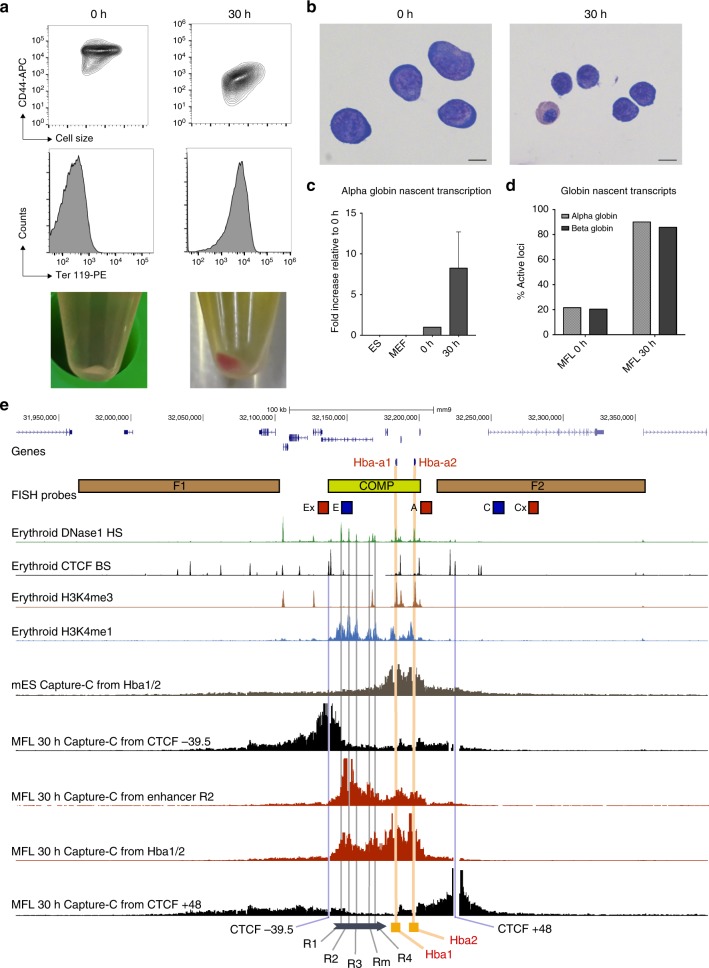
Description of the mouse foetal liver-derived erythroblast populations and of the active murine α-globin locus. **a** Representative FACS plots of MFL erythroblasts defined by CD44/cell size and Ter119, at 0 h and after a further 30 h differentiation in vitro, identifying distinct populations at the two timepoints. Bottom images are representative cell pellets at the two timepoints demonstrating the presence of haemoglobin at MFL 30 h. **b** Representative cytospins of the MFL 0 h and 30 h cultures. Scale bar 5 μm. **c** Nascent *Hba* transcription relative to *18s* in the cell types and MFL timepoints indicated, from 3 biological replicates. Error bar is standard deviation. **d** RNA-FISH analysis of nascent transcription from the α-globin and β-globin genes at MFL 0 h and 30 h. *n* = 388 at MFL0h and 416 at MFL30h. **e** Map of the gene dense murine α-globin locus with *Hba* genes highlighted in red and positions of the FISH probes used in brown and lime green (BAC probes) and red and blue (plasmid probes). Gene browser tracks depict DNase1 hypersensitive sites (HS green), CTCF-binding sites (BS black), H3K4me3 (brown) and H3K4me1 (blue). NG Capture-C derived interaction frequencies are shown in mES cells from the *Hba1/2* viewpoints (grey), and in MFL 30 h from viewpoints (CTCF BS -39.5 (black), MCS-R1 (red), *Hba1/2* (red) and CTCF BS + 48 (black). The location of the *Hba* genes, the five murine enhancer elements and the CTCF BS −39.5 and +48 are marked against the browser tracks in yellow, grey and blue vertical bars, respectively

The chromosome conformation technique next-generation (NG) Capture-C has demonstrated that the domain of interaction at the murine α-globin locus consists of multiple sampling interactions^14,16^. The increased contact frequency throughout the entire domain could be interpreted as a spatially confined volume, although the relationship of interaction frequencies to chromatin organisation and compaction is unclear^18^ since this type of data represents an averaged view of chromatin conformation.

Here in addition to NG Capture-C, we use a modified fluorescence in situ hybridisation (FISH) approach to gain insight, at the level of the single cell, into the 3D structure of a well-defined sub-TAD domain, how that alters during erythroid differentiation and what roles key sequences within the domain play in modulating its formation. We are able to visualise and measure the configuration of the active α-globin domain on a cell-by-cell basis. We show that interactions between the α-globin genes and their enhancers are not required at this locus to initiate formation of a decompacted self-interacting domain and that maintenance of such a domain does not require ongoing transcriptional elongation.

## Results

### Definition of erythroid cell populations

To determine the relationship between activation of the α-globin gene cluster and formation of a self-interacting domain, we examined mouse embryonic stem cells where α-globin is silent together with foetal liver cells from E12.5 mice (MFL), cultured and harvested ex vivo at two stages of differentiation. After an initial expansion period, foetal liver-derived erythroid cells are depleted for Ter119-expressing differentiated cells. Cells in this population (MFL 0 h) correspond broadly to early erythroblasts in which all *cis*-elements are bound by transcription factors but there is little detectable α-globin expression (Fig. 1a–d). After 30 h culture in differentiation medium (MFL 30 h), the α-globin genes transcribe at maximal levels with very strong RNA-FISH signals (Fig. 1a–d). Each population is likely to contain cells at varying stages of differentiation however the bulk of the two populations are clearly distinct by FACS, morphology, reverse transcription (RT)-qPCR and RNA-FISH (Fig. 1a–d).

### The domain of interaction exists early in differentiation

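NG Capture-C measures how often a chosen DpnII fragment, the viewpoint, is ligated to every other fragment of the genome in a chromosome conformation capture (3C) library. The authors' values are reads per 100000 reporter reads of each viewpoint, counted on DpnII fragments of mouse genome build mm9 with 1 library per sample. At MFL 0 h and MFL 30 h, 3 biological replicates each were captured from Hba1/2, Hbb1/2 and the CTCF −39.5 site, and every library was sequenced in 2 runs. Both runs of a replicate differed by less than the sampling noise of independent reads, with a chi-square per degree of freedom from 0.28 to 0.63 at 0 h and from 0.34 to 0.67 at 30 h, and they were averaged. From Hba1/2, the first run held 16344 to 39788 reporter reads per viewpoint at 0 h (median 21868) and 6910 to 18045 at 30 h (median 10238). The CTCF +44 and +48 sites were captured only in the libraries of the DKO experiment, whose 3 WT replicates at MFL 30 h held 25517 to 67343 reads per CTCF viewpoint (median 44809). MCS-R1 and MCS-R2 (R1/R2) were captured from 3 MFL replicates with 5332 to 16459 reads per viewpoint and from 3 mES replicates with 31013 to 46510. The paper and the sample descriptions give the time of these MFL R1/R2 libraries as 30 h, whereas the time field of their labels gives 0 h, and they are called MFL 30 h here. Fragments within 1 kb of any viewpoint captured in the same libraries were left out. The values of each viewpoint were scaled to 100000 interactions on its own chromosome (cis). The viewpoint fragments were 32182969 to 32183821 in Hba-a1 and 32195804 to 32196638 in Hba-a2, 32145277 to 32146568 (R1) and 32151060 to 32151883 (R2) in introns of Nprl3, and 32137176 to 32137426 (−39.5) in a coding exon of Nprl3, all on chromosome 11. The CTCF +44 fragment (32220918 to 32221720) and the CTCF +48 fragment (32224323 to 32227298) were intergenic. The domain was taken as the 63.7 kb interval of the COMP BAC (chromosome 11, 32137046 to 32200781), and each flank as the interval of the same length next to it. The share of a viewpoint's cis interactions in an interval was compared between groups of 3 replicates by a two-sided exact permutation test, whose smallest possible p is 0.1. Bins of 2 kb with a mean of at least 10 were compared with limma on log2 values after adding 1, with Benjamini-Hochberg adjustment. The smallest value that 3 reads could show was 13.0 to 33.5 per 100000 cis interactions at 0 h and 27.5 to 85.5 at 30 h from Hba1/2 in the first run. Such floors, and all binomial intervals given for single samples, cover counting error only.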

NG Capture-C tracks of the α-globin locus at MFL 30 h from four viewpoints are shown together with locations of the FISH probes used (Fig. 1e). 

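In the MFL 30 h libraries, 53.4% ± 1.22 (SD, n = 3) of the cis interactions of Hba1/2 fell within the domain. The mean was 943 ± 21.6 (SD, n = 3) per kb in the domain and 97.8 ± 5.71 per kb in its flanks, per 100000 cis interactions. The log2 ratio of domain to flanks was 3.27 ± 0.12 and lay between 3.14 and 3.34 in every replicate. From MCS-R2, the corresponding values were 817 ± 12.8 and 87.4 ± 3.72 per kb, a log2 ratio of 3.23 ± 0.04 (SD, n = 3). Leaving out 5 kb in place of 1 kb around each viewpoint moved the ratio from MCS-R2 most, to 2.94. On the enhancer fragments themselves, Hba1/2 had 456 ± 54.2 interactions at R1 and 691 ± 10.7 at R2 per 100000 cis interactions (SD, n = 3). Ratios of domain to flanks were added after the data were seen. Hba1/2 and MCS-R2 lie within the domain, and these ratios were not corrected for distance. In mES cells the ratio from MCS-R2 was 2.13 ± 0.02 (SD, n = 3), so a positive ratio alone does not show a self-interacting domain. Erythroblasts from adult spleen were not analysed here.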

The α-globin domain of interaction is indistinguishable to that previously identified in erythroblasts derived from adult spleen (Supplementary Fig. 1)^16^ and demonstrates increased contact frequencies throughout the entire domain detected from the viewpoints of either the *Hba1/2* promoters or the multispecies conserved sequences (MCS)-R2 enhancer. Viewpoints from boundary CTCF-binding sites however demonstrate an avoidance of the active α-globin domain and instead show a general interaction plateau over a region on the opposite side of the domain as previously reported^17^. 

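From the CTCF −39.5 site in the 3 WT replicates of the DKO experiment at MFL 30 h, 20.0% ± 1.90 (SD, n = 3) of cis interactions fell within the domain and 8.59% ± 0.38 in the downstream flank. The flank was compared with the part of the domain farther from the viewpoint, which is 31.9 kb long. This part had 228 ± 23.5 interactions per kb and the downstream flank 151 ± 6.69, a log2 ratio of flank to domain of −0.59 ± 0.10 (SD, n = 3). The flank lies farther from the viewpoint than this part of the domain, and the ratios were not corrected for distance. The ratio was negative in every replicate, from −0.66 to −0.48. A shorter window of 26.5 kb that ends at the +48 site, chosen after the data were seen, had 323 ± 14.4 interactions per kb and a log2 ratio of 0.50 ± 0.11. The +44 and +48 fragments, with 1 kb around each, were left out of this window and of the flank, as viewpoints of these libraries. Hba1/2 were likewise left out of the domain, so these values do not measure contacts with those sites. From the CTCF +44 and +48 sites, 17.2% ± 0.10 of cis interactions fell in the upstream flank and 8.84% ± 0.58 within the domain (SD, n = 3). The upstream flank had 272 ± 1.63 interactions per kb and the far part of the domain 151 ± 11.8, a log2 ratio of 0.85 ± 0.12 with all replicates between 0.75 and 0.98. With a flank window of 26.5 kb the ratio was 1.01 ± 0.12, and with 5 kb left out around viewpoints it was 1.27. In the separate MFL 30 h libraries captured from Hba1/2, the ratio from CTCF −39.5 was −0.43 ± 0.09 (SD, n = 3). These libraries had no +44 and +48 viewpoints, so their flank kept the fragments there and the ratios are not fully alike.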

NG Capture-C analysis of chromatin interaction frequencies^16^ at the α-globin locus in MFL 0 h and 30 h populations indicates that the α-globin self-interacting domain is present and apparently equivalent in both populations, as is the β-globin domain (Fig. 2a, b). 

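The share of cis interactions of Hba1/2 within the α-globin domain was 40.2% ± 0.50 (SD, n = 3) at MFL 0 h and 53.4% ± 1.22 at MFL 30 h, a log2 difference of 0.41. Every replicate at 30 h lay above every replicate at 0 h (two-sided exact permutation test, p = 0.1, the smallest that 3 replicates against 3 allow). The log2 difference was 0.44 within the first sequencing run and 0.38 within the second, and 0.19 for shares of the interactions within 500 kb. From Hbb1/2, the interval from the β-globin genes to the locus control region (LCR; chromosome 7, 110961967 to 111009749, 47.8 kb) held 21.1% ± 1.39 at 0 h and 26.5% ± 0.66 at 30 h. The log2 difference was 0.33, again without overlap between the groups (exact permutation test, p = 0.1), and it was 0.34 and 0.32 within the first and second runs. For values as deposited it fell to 0.16, and the replicates overlapped. From CTCF −39.5, the share within the α-globin domain was 18.7% ± 1.45 at 0 h and 20.2% ± 0.30 at 30 h, which overlapped (exact permutation test, p = 0.2). Of 171 bins of 2 kb tested from Hba1/2, limma placed 0 higher and 2 lower at 30 h at an adjusted p under 0.05, and 21 passed an unadjusted p of 0.05. Within the domain, 5 of 26 bins were higher and 0 lower at an unadjusted p under 0.05. The bin with the smallest adjusted p, at chromosome 11, 32377000 to 32378999 in an intron of Ubtd2, had 21.9 ± 7.17 interactions at 0 h and 0 at 30 h (adjusted p = 0.00424 from limma). That mean at 0 h is below the 27.5 that 3 reads could show in the deepest single viewpoint of the first run at 30 h. With the replicate number as a block, this bin did not pass (adjusted p = 0.119 from limma), and 0 of the 171 bins passed. At an unadjusted p of 0.05, 0 bins were then higher and 17 lower, so none of the 5 higher domain bins was kept. edgeR on the recovered whole reads gave 10 bins higher and 0 lower from Hba1/2. For edgeR the reads of both runs were added, although they are not independent, so its counts of bins may be too high. From Hbb1/2, 0 of 160 bins passed with limma, 15 passed an unadjusted p of 0.05, and edgeR gave 9 higher and 1 lower. The Hbb1/2 viewpoints were shallower, and 3 reads were worth 19.9 to 51.2 per 100000 cis interactions at 0 h and 32.3 to 159 at 30 h in the first run, and 48.8 to 134.8 and 91.7 to 559.7 in the second.

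**Figure D1:**
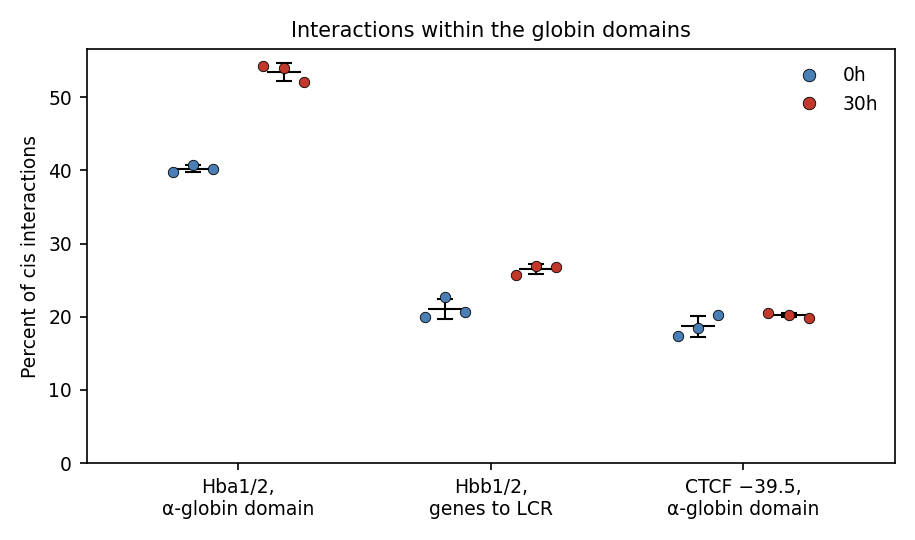
Percent of cis interactions (y axis) within the globin domains from Hba1/2, Hbb1/2 and CTCF −39.5 (x axis) at MFL 0 h (blue) and 30 h (red). Points are the 3 replicates, horizontal lines the means and bars the SD. The means from Hba1/2 are 40.2% and 53.4%, from Hbb1/2 21.1% and 26.5%, and from CTCF −39.5 18.7% and 20.2%.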

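mES cells, in which α-globin is silent, were compared with MFL 30 h erythroblasts from the R1/R2 viewpoints. In 3 mES replicates, 31.4% ± 0.81 (SD, n = 3) of the cis interactions of R1/R2 fell within the domain, against 43.3% ± 0.90 in MFL erythroblasts, a log2 difference of 0.46 (exact permutation test, p = 0.1). Over the alternatives this difference kept its direction but ranged from 0.12 to 0.77. The share in the 19.8 kb window of the adult α-globin genes was 4.18% ± 0.07 in mES cells and 12.2% ± 0.39 in MFL erythroblasts, a log2 difference of 1.54 (exact permutation test, p = 0.1). Both differences were larger than the spread between replicates, and no replicates of the 2 groups overlapped. From MCS-R2, the log2 ratio of domain to flanks was 2.13 ± 0.02 in mES cells and 3.23 ± 0.04 in MFL erythroblasts (SD, n = 3). Of 230 bins, limma placed 22 higher and 102 lower in MFL erythroblasts at an adjusted p under 0.05, and edgeR 26 higher and 172 lower. Within the domain, 19 of 27 bins were higher and 1 was lower. The strongest higher bin, at chromosome 11, 32185000 to 32186999, had 1368 ± 56.4 interactions in MFL erythroblasts and 399 ± 14.4 in mES cells (log2 fold change 1.78, standard error 0.12, adjusted p = 0.000749 from limma). It lies between Hba-a1 and Hbq1b and reaches only the start of Hbq1b, at 32186965. The strongest lower bin, at 31989000 to 31990999 and intergenic, had 45.4 ± 6.57 in mES cells and 0 in MFL erythroblasts (adjusted p = 5.45e-05), where the floor per viewpoint was 27.5 to 82.9. From the presence of the domains at MFL 0 h, the paper concludes that they form at an early stage, before robust globin transcription.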

Concordant with evidence in neural development^19^, we conclude that the globin self-interacting domains, absent in mouse ES cells^16^, are already formed at an early stage of erythroid differentiation, prior to the onset of robust α-globin and β-globin transcription.

**Fig. 2:**
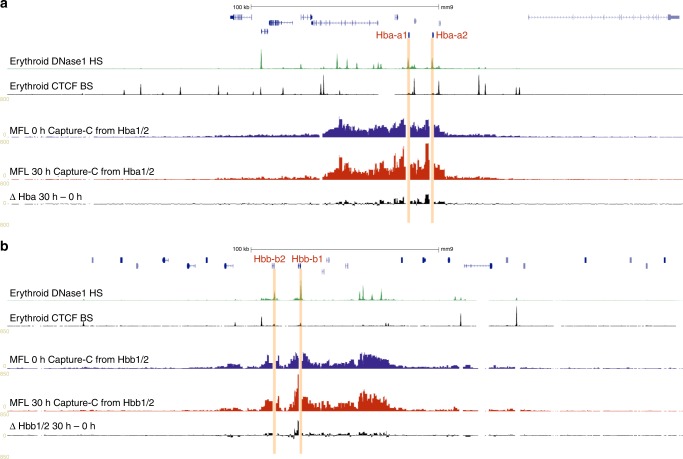
Self-interacting domains are already formed at globin loci in MFL 0 h erythroblasts. **a** NG Capture-C tracks using *Hba1/2* as viewpoints in MFL erythroblasts at 0 h (blue) and 30 h (red) with a differential track (black) showing minimal changes between the two timepoints. **b** NG Capture-C tracks using *Hbb1/2* as viewpoints in MFL erythroblasts at 0 h and 30 h with a differential track showing minimal changes between the two timepoints

### FISH analysis rationale

To ensure that we preserved nuclear structure of the cells being analysed, we developed a method RASER-FISH (resolution after single-strand exonuclease resection) for hybridizing to chromosomal loci without denaturing the DNA (Methods section). For FISH probes, we used a BAC (COMP) precisely covering the α-globin self-interacting domain, and two BACs (F1 and F2) flanking this region (Fig. 1). We also designed smaller (~7 kb) plasmid probes (Ex, E, A, C and Cx) to analyse chromatin organisation in finer detail (Fig. 1). The Anchor ‘A’ probe was located at the distal extremity of the domain and is the nearest region of unique sequence adjacent to the α-globin genes. All measurements involving the plasmid probes were made relative to this position. ‘Ex’ defines the proximal edge of the domain and ‘E’ was sited at the two major enhancer elements MCS-R1 and MCS–R2. Two control probes (‘C’ and ‘Cx’) were positioned outside of the self-interacting domain, in a region showing little interaction by NG Capture-C with the α-globin genes or their enhancers. These control probes are equidistant in linear sequence to A as upstream probes E and Ex respectively. 

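From the C viewpoint, a fragment at chromosome 11, 32254012 to 32255285 in an intron of Sh3pxd2b, 1.09% ± 0.11 (SD, n = 3) of cis interactions at MFL 30 h fell within the domain. From the Cx viewpoint, at 32279757 to 32280097 in an intron of the same gene, the share was 0.51% ± 0.01. These correspond to 17.8 ± 1.77 interactions per kb from C and 8.35 ± 0.12 from Cx, per 100000 cis interactions. The upstream flank beyond the domain, although farther away, had 47.5 ± 3.35 per kb from C and 26.0 ± 0.86 from Cx (SD, n = 3).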

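The probe windows lie on chromosome 11 of mm9, with A at 32201016 to 32208529, E at 32146280 to 32153457, Ex at 32129812 to 32136918, C at 32251235 to 32258747 and Cx at 32275986 to 32282385. Between centres, A lies 54.9 kb from E and 50.2 kb from C. The distances from A to Ex and to Cx are 71.4 kb and 74.4 kb.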

Prior to the FISH experiments, we performed NG Capture-C on MFL 30 h erythroblasts and mES cells using capture oligonucleotides corresponding to the central points of each plasmid probe, to determine the interactions they detect across the locus (Supplementary Fig. 2). 

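In MFL 30 h erythroblasts, 3 biological replicates were captured from the fragments at the centres of the 5 probes. The labels give 2 technical replicates of each, called first and second run here, and they were averaged. The labels do not say whether these are 1 library sequenced again or separate preparations. The authors' values are reads per 100000 reporter reads of each viewpoint on DpnII fragments. The first run held 6642 to 38984 reporter reads per viewpoint (median 16073) and the second 6328 to 20730 (median 15728). In mES cells (E14, a mouse embryonic stem cell line), 3 replicates held 72325 to 188599 reads per viewpoint (median 134543), and 1 of them had a second run with 7127 to 14195. The floor of 3 reads was thus 10.9 to 65.3 per 100000 cis interactions in the first MFL run and 1.91 to 4.87 in mES cells. Reads on the viewpoint's own chromosome were 52.4% to 74.0% of each MFL viewpoint and 75.4% to 87.7% of each mES viewpoint in the first run. Values were scaled to 100000 cis interactions and fragments within 1 kb of a viewpoint left out, as for Hba1/2. Replicates within mES cells differed by more than sampling noise, with a chi-square per degree of freedom of 3.27 to 5.95, against 1.00 to 3.58 in MFL erythroblasts. The runs of one replicate also differed by more than sampling noise, with 2.01 to 3.61 (median 2.54) in MFL erythroblasts, above the median of 1.95 between replicates, and 1.98 to 2.83 in mES cells. From E, which lies in Nprl3 beside the enhancers, 14.9% ± 0.22 (SD, n = 3) of MFL cis interactions fell in the window of the α-globin genes, against 4.21% ± 0.13 in mES cells (log2 difference 1.82, exact permutation test, p = 0.1). Of 30 bins within the domain tested from E, limma placed 21 higher and 0 lower in MFL erythroblasts, and 22 were higher and 0 lower at an unadjusted p of 0.05. The strongest of them, at 32185000 to 32186999 between Hba-a1 and the start of Hbq1b, had 1884 ± 163.3 interactions in MFL erythroblasts and 406 ± 38.5 in mES cells (log2 fold change 2.21, standard error 0.18, adjusted p = 0.000818 from limma). From Ex, the window of A held 0.84% ± 0.07 in MFL erythroblasts and 0.47% ± 0.03 in mES cells, a log2 difference of 0.83 (exact permutation test, p = 0.1). The downstream flank held 7 of the 15 bins from Ex past the limma threshold, all higher in MFL erythroblasts, the strongest at 32215000 to 32216999 with 599.6 ± 33.9 against 222 ± 25.6 (adjusted p = 0.0487). The other 8 bins were lower, 3 of them within the domain. The strongest lower bin, at 31939000 to 31940999, had 0 in MFL erythroblasts and 32.3 ± 16.3 in mES cells (adjusted p = 0.00283 from limma). With the replicate number as a block, 0 bins from Ex were higher and 1 was lower, and 54 passed an unadjusted p of 0.05.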

FISH with this probe panel then allowed us to measure 3D distances and volumes occupied by the chromatin within and outside the α-globin domain in single cells.

### Flanking chromatin interacts and domain chromatin decompacts

Using BACs COMP, F1 and F2, we measured inter-probe distances in mES cells and MFL 0 h and 30 h erythroblasts with three paired combinations (COMP-F1, COMP-F2 and F1–F2) (Fig. 3a, b). We found no significant differences between COMP-F1 and COMP-F2 in mES cells, MFL 0 h or MFL 30 h erythroblasts (Fig. 3c, Supplementary Fig. 3). However, we noted that although the linear genomic distance between F1 and F2 is twice that of COMP-F1 or COMP-F2, the median inter-probe distances between F1 and F2 are nevertheless shorter at MFL 0 h (Fig. 3c). Importantly at MFL 30 h, we observed a further, highly significant shortening of F1–F2 measurements compared to COMP-F1 and COMP-F2 (Fig. 3c). By contrast, there is no significant difference between distance measurements for the three probe pairs in mES cells. To analyse this further, we calculated the Pearson’s correlation for the BAC signal pairs to estimate the degree of signal overlap. There is marked overlap between F1 and F2 signals at 0 h (median coefficients 0.6–0.61) and further overlap at 30 h (median coefficients 0.66–0.75) in contrast to mES cells (median co-efficient 0.43). Thus it appears that the flanking regions of the self-interacting domain are more frequently found in close proximity in erythroblasts compared to mES cells.

**Fig. 3:**
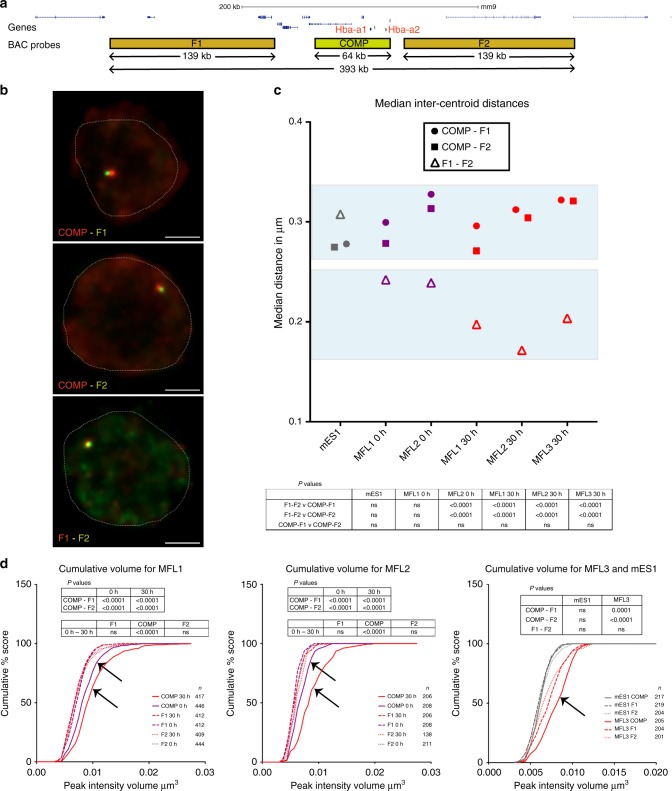
Volume and proximity measurements across the α-globin locus in WT mice. **a** Gene map and locations of the BAC FISH probes to scale, with genomic distances encompassed. **b** Representative images for the three BAC probe pairs in MFL 30 h erythroblasts with nuclei delineated (white dotted line). Scale bar 2 μm. **c** Median inter-centroid distances between the three probe pairs indicated, in mES cells (grey) and erythroblasts at 0 h (purple) and 30 h (red) timepoints. MFL1, 2 and 3 represent cultures from three individual foetal livers. Light blue shading emphasises proximity of the flanking regions F1–F2 in erythroblasts. *n* = 87–236 — see Supplementary Fig. 3 for the complete data set. **d** Cumulative frequency plots of BAC signal volumes in mES cells (grey) and erythroblasts at 0 h (purple) and 30 h (red). COMP values indicating expanded volume are arrowed. All P values are derived by a Kruskal–Wallis test with Dunn’s multiple comparisons. ns not significant

Next, to investigate the relationship between interaction frequency and chromatin compaction in the α-globin domain, we looked at the volume of the BAC probe signals as a relative measure of the degree of decompaction. The genomic length of the COMP probe is 64 kb compared to 139 kb for both F1 and F2 however the volume of the COMP BAC signal was greater at MFL 0 h than F1 or F2 and the difference was increased at MFL 30 h. By contrast in mES cells, the three sets of volume measurements were comparable (Fig. 3d). This indicates that chromatin within the domain is less compact relative to surrounding chromatin in erythroblasts so that rather than a compact structure, as might be construed from interaction frequency data, this self-interacting domain is a decompacted, dynamically interacting region.

To further test these observations, we used the precisely positioned pairs of plasmid probes (A-E, A-C, A-Ex and A-Cx), to analyse intra-chromosomal distances in mES and erythroid cells (Fig. 4, Supplementary Fig. 4). As for the BAC probes, we found no significant differences in mES cells between measurements across the self-interacting domain versus the control region (A-Ex versus A-Cx). This finding is supported by NG Capture-C data from the viewpoints of all five plasmid probes where only immediate proximity interactions are detected (Supplementary Fig. 2), indicating that no domain of interaction is present at this site in mES cells. 

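From the A viewpoint in mES cells, the window of Ex had 93.5 ± 3.23 interactions per kb and the window of Cx 36.0 ± 7.86, per 100000 cis interactions (SD, n = 3). The log2 ratio of Ex to Cx was 1.40 ± 0.29, and every mES replicate had more interactions with Ex, from 1.20 to 1.74. In MFL 30 h erythroblasts, the same windows had 237 ± 18.9 and 11.2 ± 1.44 per kb, a log2 ratio of 4.41 ± 0.09. The ratios differed by 3.01 between MFL erythroblasts and mES cells (exact permutation test, p = 0.1, the smallest for 3 against 3). For the inner pair, E over C, the ratio in mES cells was 0.12 ± 0.29 and spanned 0, from −0.09 to 0.44 (SD, n = 3). In MFL erythroblasts it was 1.31 ± 0.21 with the runs averaged. Single runs were less stable, with 1.02 ± 0.71 in the first and 1.98 ± 1.25 in the second (SD, n = 3). The share of A interactions in the window of Ex was 1.02% ± 0.08 in MFL erythroblasts and 0.40% ± 0.01 in mES cells (log2 difference 1.34, exact permutation test, p = 0.1), and the log2 difference was 1.14 within the first run. Only 1 mES replicate had a second run, so the difference could not be recomputed within that run. The domain as a whole held 13.0% ± 0.59 of the interactions of A in MFL erythroblasts and 16.0% ± 0.78 in mES cells, a log2 difference of −0.30 (exact permutation test, p = 0.1). From A, limma placed 15 bins higher and 50 lower in MFL erythroblasts, of 225 tested. Of the higher bins, 10 lay in the upstream flank and 3 within the domain, where 8 bins were lower. At an unadjusted p of 0.05, 5 domain bins were higher and 12 lower. The strongest higher bin was 32137000 to 32138999 in Nprl3, with 722 ± 72.2 against 278 ± 52.6 (log2 fold change 1.39, standard error 0.24, adjusted p = 0.0239). With the replicate number as a block, this bin did not pass (adjusted p = 0.078 from limma), and from A 0 bins were higher and 1 other bin was lower, with 86 past an unadjusted p of 0.05.

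**Figure D2:**
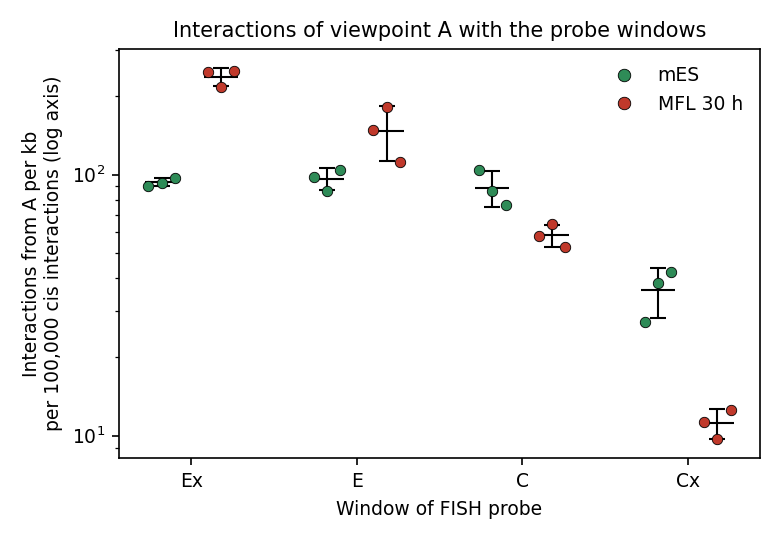
Interactions of viewpoint A per kb per 100000 cis interactions (log y axis) with the windows of Ex, E, C and Cx (x axis) in mES cells (green) and MFL 30 h erythroblasts (red). Points are the 3 replicates, horizontal lines the means and bars the SD. In MFL erythroblasts Ex has 237 per kb and Cx 11.2, and in mES cells 93.5 and 36.0.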

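At MFL 0 h, 40.2% ± 0.50 (SD, n = 3) of the cis interactions of Hba1/2 fell within the domain. The enhancer fragments had 424.5 ± 27.0 interactions with Hba1/2 at R1 and 556 ± 108.1 at R2, per 100000 cis interactions (SD, n = 3). From CTCF −39.5 at 0 h, the downstream flank had 140.3 ± 9.89 interactions per kb and the far part of the domain 228 ± 4.52, a log2 ratio of −0.70 ± 0.12. The downstream flank held 8.94% ± 0.63 of the cis interactions of CTCF −39.5 at 0 h and 9.27% ± 0.27 at 30 h (exact permutation test, p = 0.5). Capture from the FISH probes at 0 h was not analysed here.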

Analysing early erythroblasts (MFL 0 h), although we find no difference in the median measurements between A-E and A-C, we do find significant difference between A-Ex and A-Cx measurements, in agreement with NG Capture-C data (Fig. 2) where interaction frequencies indicate that the α-globin domain has already formed. At MFL 30 h when the α-globin genes are fully active, the difference is highly significant for A-Ex versus A-Cx, with A more frequently closer to Ex, whilst distances between A to Cx increase. These data indicate that proximity has already been established between the extremities of the self-interacting domain early in erythroid differentiation and when the majority of α-globin genes are highly active at MFL 30 h, the extremities are more frequently in close proximity, supporting the concept of a looped domain where sites A and Ex sit in regions defining the borders of generalised interactions.

**Fig. 4:**
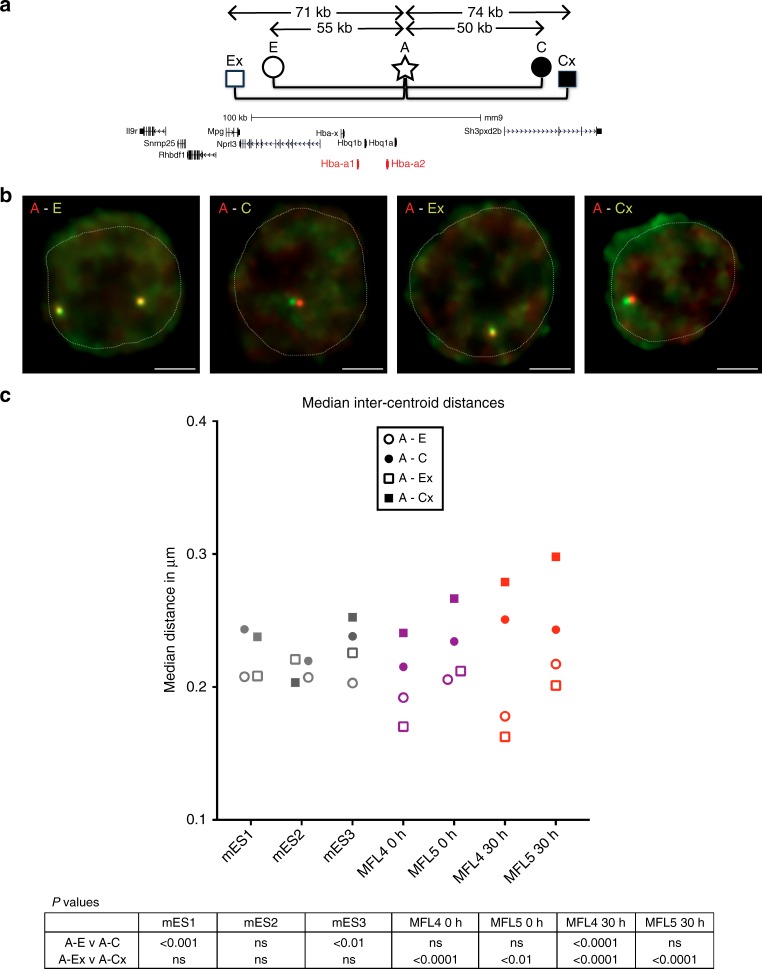
Proximity measurements at the α-globin locus in mouse WT cells. **a** Gene map with plasmid FISH probe locations showing the pairwise combinations used to measure inter-probe distances. Using probe A as a point of reference, measurements were made to the domain side (E, Ex) of probe A compared to the control non-interacting side (C, Cx). Genomic distances between midpoints of the probe pairs are shown. **b** Representative images of RASER-FISH hybridisation signals for the four plasmid probe pairs in MFL 30 h erythroblasts. White dotted line delineates nuclei. Scale bar 2 μm. **c** Median inter-centroid distances measured between the four probe pairs in three different cell types, mES1–3 (grey), MFL4–5 0 h (purple) and MFL4-5 30 h (red). *p* values, derived by a Kruskal–Wallis test with Dunn’s multiple comparisons, are shown. See Supplementary Fig. 4 for full data with statistical analyses. At MFL 0 h and 30 h but not mES, the distance between A and Ex is consistently statistically shorter (*p* < 0.0001) than A to Cx

### Visualising the domain with super-resolution imaging

To visualize this region at the highest possible resolution we analysed erythroblasts using stimulated emission depletion (STED) imaging^20^. As probes, we used the COMP BAC, which precisely corresponds to the self-interacting domain and the two flanking plasmid probes (A and Ex), detecting the extremities of the domain (Fig. 5a). For 24 out of 35 loci in erythroblast nuclei, the signals for A and Ex were in proximity or overlapping, with the COMP signal distinctly to the side or wrapped around them (Fig. 5b). To strengthen these observations, we performed three-colour STED using pools of directly labelled oligonucleotide probes (oA, oCOMP, oEx) designed to match the three probes described above. Again, at 16 out of 21 loci in erythroblast nuclei, the two flanking probes were in proximity with a distinct signal cloud covering the active domain (Fig. 5c). By measuring the angle between vectors drawn in 3D space from centroids defining oCOMP to oA and oCOMP to oEx, the resulting median angle of 42° further implies that the three probes are not commonly in a linear arrangement (Fig. 5d).

**Fig. 5:**
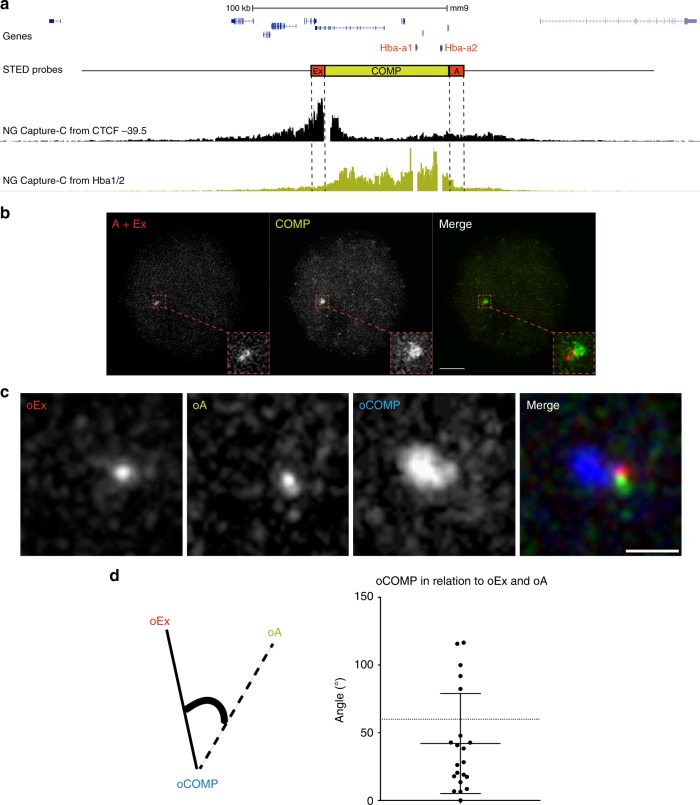
Super-resolution imaging of the α-globin domain. **a** Gene map with FISH probe Ex, COMP and A locations marked against NG Capture-C tracks depicting interactions at MFL 30 h from the viewpoints CTCF BS -39.5 (black) and *Hba1/2* promoters (lime green). **b** 2D STED maximum intensity projection images of FISH probes A and Ex (both red) which flank the α-globin domain, the COMP BAC (green) defining the extent of the domain and a merged image showing a cloud of domain signal distinct from the paired probes A and Ex. Scale bar 2 μm. **c** Three-colour 3D STED maximum intensity projection images of oligonucleotide probe pools (oEx, oCOMP and oA) designed to match the probe set shown in **a**. The oCOMP probe (blue) detects a cloud of signal that is distinct from the adjacent probes oEx (red) and oA (green). Scale bar 0.5 μm. **d** A drawing describes the angle measured in Euclidean 3D space between vectors joining the oCOMP signal with oEx and oA. The angles measured are charted on the right, with a median of 42°, well below an expected 60° for a random distribution. *n* = 28

Based on all the data above, we present a model (Fig. 6) for the formation of an active regulatory domain at an early stage of erythropoiesis, with the self-interacting domain boundaries and external flanking chromatin frequently sited closer together and chromatin within the domain less compact relative to surrounding regions as differentiation proceeds. 

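In MFL 30 h erythroblasts the domain held 1.09% ± 0.11 of the cis interactions of C, against 4.28% ± 0.19 in mES cells (SD, n = 3), a log2 difference of −1.97. From Cx the shares were 0.51% ± 0.01 and 3.16% ± 0.34, a log2 difference of −2.62, and the groups did not overlap for either viewpoint (exact permutation test, p = 0.1 for both). Of 30 bins within the domain, limma placed 27 lower from C and 29 lower from Cx in MFL erythroblasts, and 0 higher from either, also at an unadjusted p of 0.05. The strongest lower bin from C was 32175000 to 32176999 on chromosome 11, over Hba-x, with 28.0 ± 7.76 interactions in MFL erythroblasts and 211 ± 26.5 in mES cells (log2 fold change −2.90, standard error 0.26, adjusted p = 0.00072). From Cx it was 32195000 to 32196999, over Hba-a2, with 21.4 ± 0.82 and 173 ± 18.7 (log2 fold change −2.95, standard error 0.19, adjusted p = 0.000307). Within each cell type, the log2 ratio of the upstream flank to the domain from C was 1.42 ± 0.18 in MFL erythroblasts and −0.64 ± 0.10 in mES cells, and from Cx 1.64 ± 0.07 and −0.64 ± 0.09 (SD, n = 3). The ratios differed between the cell types by 2.06 from C and 2.28 from Cx (exact permutation test, p = 0.1 for both). The ratio from C in MFL erythroblasts was 1.09 in the first technical replicates and 1.83 in the second. The upstream flank itself held 2.89% ± 0.20 of the interactions of C in MFL erythroblasts and 2.72% ± 0.07 in mES cells, a log2 difference of 0.09 with overlap between replicates (exact permutation test, p = 0.3), which was 0.54 without overlap for shares of the interactions within 500 kb (p = 0.1) and −0.16 for values as deposited (p = 0.2). From Cx it held less in MFL erythroblasts, 1.59% ± 0.05 against 2.01% ± 0.09 (log2 difference −0.34), but more for shares of the interactions within 500 kb (log2 difference 0.21). Farther upstream than this flank, limma placed 29 of 74 bins higher and 0 lower from C, and 23 of 74 higher and 0 lower from Cx. At an unadjusted p of 0.05, 37 and 29 of these bins were higher and 0 lower. The strongest of these bins was 32027000 to 32028999 from C, with 64.5 ± 7.45 against 18.7 ± 0.99 (log2 fold change 1.73, standard error 0.18, adjusted p = 0.000722). From Cx it was 32007000 to 32008999, with 208.7 ± 45.4 against 77.0 ± 15.6 (log2 fold change 1.42, standard error 0.26, adjusted p = 0.00984), and both bins are intergenic. From the avoidance of the domain and the contacts between its flanks, the paper proposes that formation of the domain causes low frequency contacts of the surrounding chromatin.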

Notably, NG Capture-C from the control sites C and Cx shows their avoidance of the α-globin domain but does detect infrequent interactions between the flanking chromatin regions (Supplementary Fig. 5), suggesting low frequency contacts of surrounding chromatin caused by formation of the domain.

**Fig. 6:**
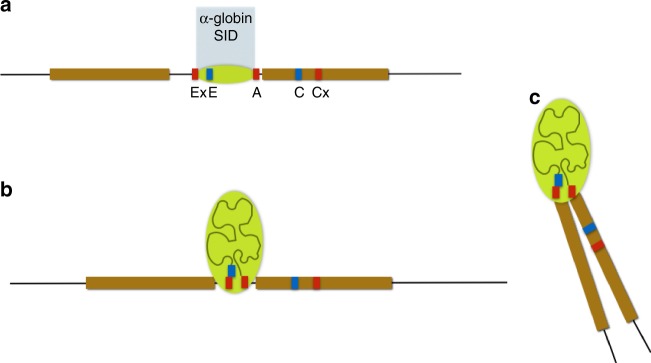
A schematic model of the alpha globin locus. Schematic model showing the α-globin self-interacting domain (SID) (lime green). Sites detected by FISH probes are as for Fig. 1. **a** represents the linear locus, while **b** and **c** depict conformations of the self-interacting domain, where the domain expands as chromatin decompacts and the flanking regions can sit in proximity

### Distinguishing domain formation from internal interactions

In engineered mice with a homozygous double knockout of the two major α-globin enhancers (DKO for MCS-R1 and MCS-R2), nascent transcription from the α-globin locus is reduced by 90%^21^. 

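Erythroblasts of DKO mice, which lack MCS-R1 and MCS-R2 on both alleles, and of WT mice were captured at MFL 30 h from Hba1/2, Hbb1/2 and the CTCF −39.5, +44 and +48 sites, with 3 replicates per genotype. The authors' values are reads per 100000 reporter reads of each viewpoint on DpnII fragments, and they were scaled to 100000 cis interactions. From Hba1/2, DKO libraries held 23333 to 48793 reporter reads per viewpoint (median 27880) and WT libraries 31718 to 52133 (median 42245). The CTCF viewpoints held 27562 to 60997 reads in DKO libraries (median 35469) and 25517 to 67343 in WT libraries (median 44809). The smallest value that 3 reads could show was 8.85 to 18.5 per 100000 cis interactions from Hba1/2 in DKO erythroblasts and 9.32 to 14.0 in WT erythroblasts. The R1 and R2 fragments were left out of the shares, because the deletions affect them. From Hba1/2, the R2 fragment had 744 ± 19.6 interactions in WT erythroblasts and 4.48 ± 7.76 in DKO erythroblasts, per 100000 cis interactions (SD, n = 3). DKO replicates 1 and 2 had 0 reads there and replicate 3 had 5. The R1 fragment, 1292 bp long, had 576 ± 18.4 interactions in WT and 130.7 ± 22.8 in DKO erythroblasts.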

NG Capture-C analysis indicates that the self-interacting domain still forms in erythroblasts in the absence of the major enhancers when looking from boundary CTCF viewpoints (Fig. 7a). 

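From CTCF −39.5, the domain held 22.2% ± 0.36 of cis interactions in DKO and 20.0% ± 1.90 in WT erythroblasts (SD, n = 3), a log2 difference of 0.15 (exact permutation test, p = 0.1). Over the alternatives it ranged from 0.07 to 0.45, and it was smallest with 1 replicate left out. The downstream flank held 7.46% ± 0.29 in DKO and 8.59% ± 0.38 in WT erythroblasts, a log2 difference of −0.20 (exact permutation test, p = 0.1). Over the alternatives this difference ranged from −0.27 to −0.05. Of 209 bins from CTCF −39.5, limma placed 0 past an adjusted p of 0.05, and 49 passed an unadjusted p of 0.05. Of these 49, 20 were lower in the upstream flank and 8 were higher within the domain. With a mean-variance trend in limma the count was 13 higher and 33 lower, and edgeR gave the same counts. From CTCF +44 and +48, the upstream flank held 13.2% ± 0.33 in DKO and 17.2% ± 0.10 in WT erythroblasts, a log2 difference of −0.39, and all replicates were separated (exact permutation test, p = 0.1). The domain held 7.89% ± 0.16 in DKO and 8.84% ± 0.58 in WT erythroblasts, a log2 difference of −0.16 (exact permutation test, p = 0.1). This difference changed sign to 0.02 for shares of the interactions within 500 kb and to 0.08 with 5 kb left out around viewpoints. Of 222 bins, limma placed 4 higher and 26 lower in DKO erythroblasts, 9 of the lower ones in the upstream flank. The strongest lower bin, at chromosome 11, 32047000 to 32048999 and intergenic, had 174 ± 17.7 interactions in DKO and 352.5 ± 29.5 in WT erythroblasts (log2 fold change −1.01, standard error 0.13, adjusted p = 0.0225). The strongest higher bin, at 32153000 to 32154999 in Nprl3, had 328 ± 31.6 and 213 ± 5.68 (log2 fold change 0.62, standard error 0.12, adjusted p = 0.0225). With the replicate number as a block, 0 bins from CTCF +44 and +48 passed and 71 passed an unadjusted p of 0.05.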

FISH inter-probe distances are in agreement with that analysis (Fig. 8a). Further, we found a highly significant overlap of F1 with F2 signals calculated by Pearson’s correlation (coefficients WT 0.75 and DKO 0.67) when compared to COMP with F1 or F2 (coefficients WT 0.46 and DKO 0.46). For plasmid hybridisations, there was also a significant difference in distance measurements for both A-E versus A-C and A-Ex versus A-Cx (Fig. 8c, Supplementary Fig. 6a, b). This indicates that the structure we detect in WT erythroblasts, where the extremities of the domain come together, is recapitulated in the double enhancer knockout despite the physical absence of the core binding sites of the two enhancers and the severe reduction in transcriptional output from the α-globin genes. Notably however, by NG Capture-C interactions within the domain from the *Hba1/2* promoter viewpoints are significantly reduced (Fig. 7a). This finding distinguishes a mechanistic formation of a looped domain, independent of the internal interactions occurring within the domain related to transcription.

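From Hba1/2, the domain held 35.1% ± 1.64 of cis interactions in DKO and 52.8% ± 2.53 in WT erythroblasts (SD, n = 3), a log2 difference of −0.59. Every DKO replicate lay below every WT replicate (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The part of the domain upstream of the α-globin genes, without the R1 and R2 fragments, held 22.8% ± 0.90 and 35.6% ± 1.82, a log2 difference of −0.64 (exact permutation test, p = 0.1). The domain difference moved most, to −0.33, for shares of the interactions within 500 kb, and it lay between −0.63 and −0.55 with each replicate left out in turn. Of 184 bins, limma placed 9 lower and 5 higher in DKO erythroblasts at an adjusted p under 0.05, and edgeR 21 lower and 20 higher. The balance was reversed with bins of 5 kb (7 lower and 22 higher) and for values as deposited (3 lower and 5 higher). All 9 lower bins were among the 24 within the domain, where 0 bins were higher, also at an unadjusted p of 0.05. The strongest, at chromosome 11, 32149000 to 32150999 in Nprl3, had 1208 ± 88.4 interactions in DKO and 3013 ± 208.7 in WT erythroblasts (log2 fold change −1.32, standard error 0.14, adjusted p = 0.0185). This bin lies next to the R2 fragment, which starts at 32151060. Only the R1 and R2 fragments were left out and the ends of the deletions were not mapped, so deleted sequence in this bin is not excluded. The strongest higher bin, at 32365000 to 32366999 in an intron of Ubtd2, had 47.7 ± 9.30 and 14.1 ± 3.73 (log2 fold change 1.69, standard error 0.24, adjusted p = 0.029). With the replicate number as a block, 0 bins passed and 47 passed an unadjusted p of 0.05, and with each replicate left out in turn 0 to 3 bins passed.

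**Figure D3:**
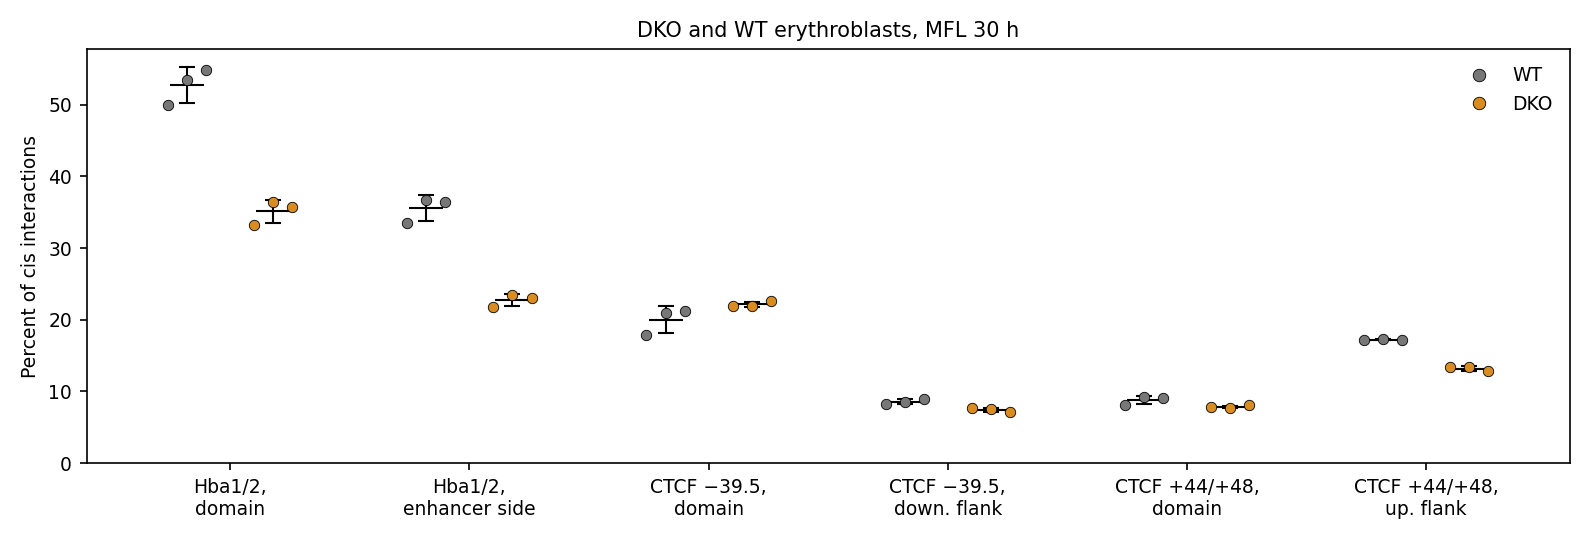
Percent of cis interactions (y axis) in the domain, its enhancer side or a flank from Hba1/2, CTCF −39.5 and CTCF +44/+48 (x axis) in WT (grey) and DKO (orange) erythroblasts at MFL 30 h. Points are the 3 replicates, horizontal lines the means and bars the SD. The domain share from Hba1/2 is 52.8% in WT and 35.1% in DKO, and from CTCF −39.5 20.0% and 22.2%.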

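As a locus that the deletions do not touch, the β-globin locus was measured from Hbb1/2 in the same libraries. Its interval from the genes to the LCR held 25.7% ± 4.05 in DKO and 29.6% ± 2.51 in WT erythroblasts (SD, n = 3), which overlapped, a log2 difference of −0.21 (exact permutation test, p = 0.3). The share was lower in DKO in all 3 pairs of same-numbered replicates (paired exact test, p = 0.25, the smallest for 3 pairs), and the log2 difference stayed negative under every alternative, from −0.32 to −0.08. Of 158 bins from Hbb1/2, limma placed 0 higher and 2 lower, and 11 passed an unadjusted p of 0.05. The Hbb1/2 viewpoints held 2264 to 12998 reporter reads in DKO and 4884 to 15310 in WT erythroblasts, so that 3 reads were worth 38.1 to 230.4 and 29.6 to 93.3 per 100000 cis interactions. The stronger of the 2 lower bins, at chromosome 7, 110810000 to 110811999, had 0 in DKO and 68.5 ± 19.8 in WT erythroblasts (SD, n = 3, adjusted p = 0.000277 from limma), a WT value within the range of the DKO floors, so its loss in DKO is not told apart from low depth. The log2 difference between DKO and WT was −0.59 for the domain share from Hba1/2 and 0.15 for that from CTCF −39.5, which ranged from 0.07 to 0.45 over the alternatives. From CTCF +44 and +48 it was −0.16 for the domain, whose sign was not stable, and −0.39 for the upstream flank. The paper's basis is the domain seen from the CTCF sites and by FISH, together with the reduced interactions of Hba1/2. From these it reasons that formation of a looped domain is independent of the internal interactions related to transcription.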

**Fig. 7:**
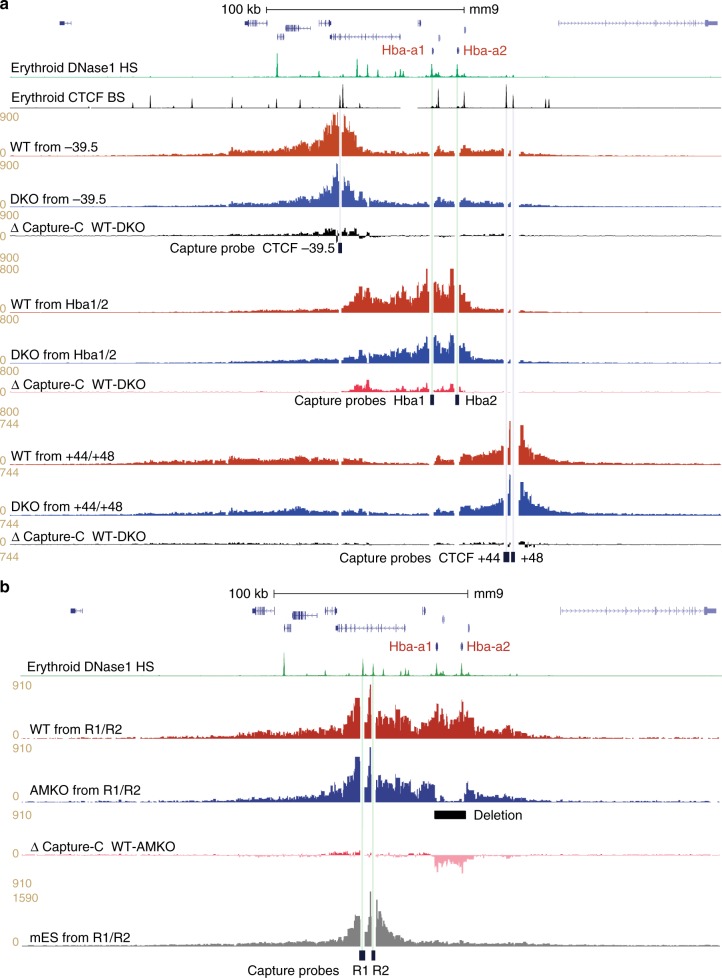
The α-globin domain still forms in the absence of elements critical for α-globin expression. **a** Gene map with DNase1 HS (green) and CTCF BS (black) genome browser tracks, followed by NG Capture-C tracks highlighting interactions from CTCF BS −39.5, *Hba1/2* and CTCF BS + 44/48 viewpoints in 30 h  MFL WT (red) and MFL DKO (homozygous deletions for MCS-R1/R2) (blue), with differential tracks (Δ) showing persistence of domain structure when viewed from CTCF sites even though interaction frequencies internal to the domain are affected. **b** Gene map with DNase1 HS (green) followed by NG Capture-C tracks highlighting interactions from MCS-R1/R2 viewpoint in MFL WT (red) and MFL AMKO (blue), with a differential track (Δ) showing persistence of domain structure in AMKO when contrasted with the absence of a domain observed in mES cells (grey)

**Fig. 8:**
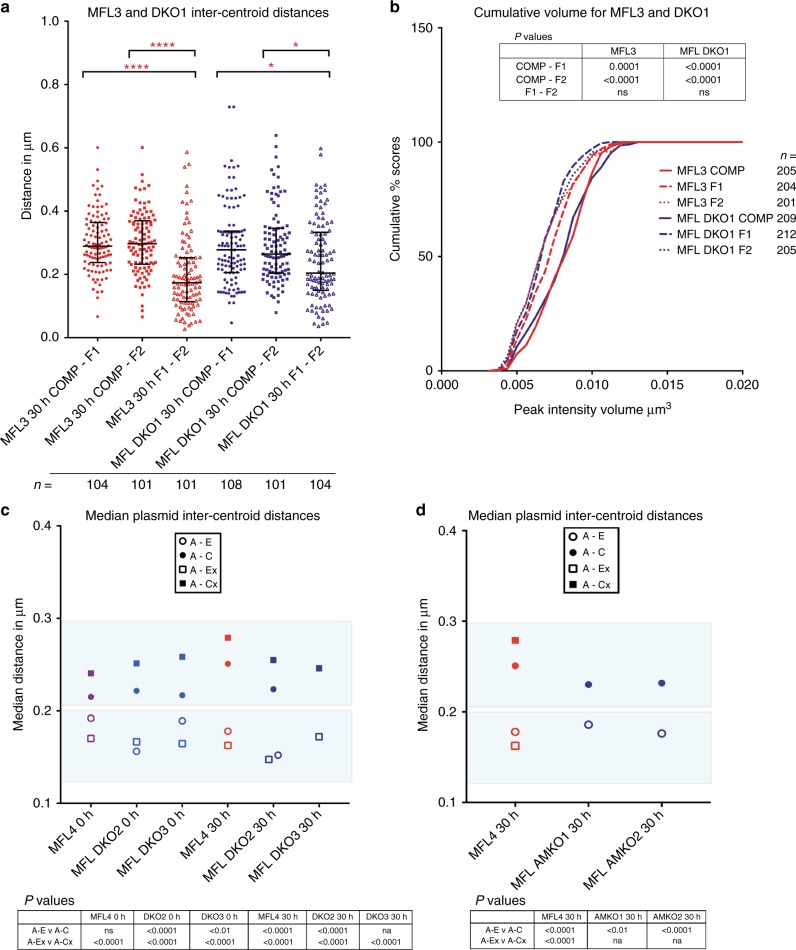
The α-globin domain still forms in the absence of elements critical for α-globin expression. **a** Pairwise inter-centroid distances between three BAC probes in 30 h erythroblasts derived from littermates MFL3 (WT) and DKO1 (homozygous deletions for MCS-R1/R2). F1–F2 are significantly closer than COMP-F1 and COMP-F2 in both WT (*p* < 0.0001 for both) and DKO1-derived erythroblasts (*p* = 0.0374 and 0.0468 respectively). Total number of measurements is indicated by ‘*n*’. **b** Cumulative frequency plots of BAC signal volumes in 30 h erythroblasts from MFL3 and DKO1. The larger COMP volumes are arrowed. Total number of measurements is indicated by ‘*n*’. **c** Median inter-centroid distances between four plasmid probe pairs at MFL 0 h and 30 h from littermates WT MFL4 and two homozygous double knockout embryos DKO2 and DKO3. Light blue shading emphasises the shorter distances within the self-interacting domain in both WT and knockouts. See Supplementary Fig. 6 for the complete data set. **d** Median inter-centroid distances between plasmid probe pairs A-Ex (represented as A-E distance because of a 16 kb α-globin gene deletion) and A-C at MFL 30 h in two α-globin knockout lines from littermates AMKO1 and AMKO2, plotted against WT MFL4. Light blue shading is as for **c**. See Supplementary Fig. 6 for full data. All *p* values are derived by a Kruskal–Wallis test with Dunn’s multiple comparisons. ns not significant

### Loss of α-globin genes does not affect domain formation

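AMKO and WT erythroblasts at MFL 30 h were captured from R1/R2 with 1 library each, so no spread between replicates is known. The authors' values are reads per 100000 reporter reads of each viewpoint on DpnII fragments. The viewpoints held 51314 and 81841 reporter reads in AMKO and 35195 and 54283 in WT erythroblasts. An unbroken run of 36 fragments had an AMKO value below 0.5 of the WT value, from 32182971 to 32199492 on chromosome 11 of mm9, a span of 16.5 kb. Within it, WT had 6621 of 57574 cis reads and AMKO 767 of 82155. Without its last fragment, which kept 41.6% of the WT value, the run was 15.3 kb long.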

We next analysed erythroblasts from a mouse homozygous for a 16 kb deletion that removes both α-globin genes from each chromosome (AMKO), consequently there is no adult α-globin transcription at all^22^. 

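In AMKO erythroblasts, the part of the domain upstream of the deletion (43.9 kb) held 26.3% of the cis reads of R1/R2, with a 95% Wilson interval of 26.0% to 26.6%, from 21616 of 82155 reads. In WT erythroblasts it held 29.4% (29.0% to 29.8%), from 16913 of 57574 reads. With the R1 and R2 viewpoints averaged, the shares were 25.9% in AMKO and 28.5% in WT, a log2 ratio of −0.14 (95% interval −0.16 to −0.12). The ratio was 0.01 from R1 alone and −0.26 from R2 alone, 0.26 for shares of the interactions within 500 kb, and −0.31 with the window of the deleted genes left out of the total. Per kb, this part of the domain had 685 interactions in AMKO and the flanks 108.2, a log2 ratio of 2.66 (95% interval 2.63 to 2.69). In WT erythroblasts the values were 754 and 132.4, a log2 ratio of 2.51 (2.47 to 2.55). The 3 MFL replicates captured from R1/R2 had a ratio of 2.90 ± 0.01 (SD, n = 3) and the 3 mES replicates 2.26 ± 0.03. The WT library of the AMKO experiment differed from these MFL replicates by more than sampling noise, with a chi-square per degree of freedom of 1.89 to 4.38. The 95% intervals cover counting error only, so they do not show a difference between AMKO and WT beyond that between libraries. Across fragments of the domain upstream of the deletion, the median AMKO value was 88.3% of the WT value. Downstream of the run, the domain fragments that start at 32199493 and 32200138 had ratios of AMKO to WT of 0.64 and 0.54. From these interactions and the FISH distances, the paper states that there is evidence that the domain structure forms without the α-globin promoters and their transcription.

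**Figure D4:**
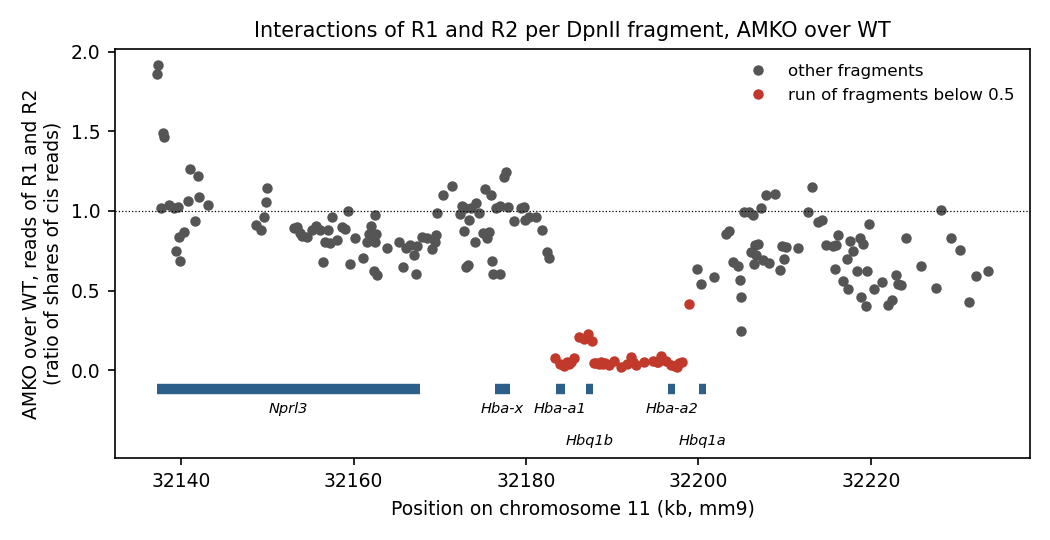
Ratio of AMKO to WT shares of cis reads from R1/R2 (y axis) for single DpnII fragments along chromosome 11 of mm9 (x axis, kb), with genes as bars. The red run of 36 fragments below 0.5 spans 16.5 kb, and the dotted line marks equal shares.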

As for WT, we found a significant difference in measurements within and outside of the self-interacting domain (Fig. 8d, Supplementary Fig. 6c) and this is matched by NG Capture-C analysis, which still detects a definable self-interacting domain in the absence of the α-globin genes (Fig. 7b). Here again we see evidence that the domain structure still forms, this time in the absence of the α-globin promoters and of transcription from the α-globin genes.

### Decompaction is independent of enhancer–promoter interaction

We asked whether transcriptional upregulation at the α-globin locus is directly related to chromatin decompaction within the self-interacting domain. Volume measurements of the FISH signal generated using the COMP probe, together with the two flanking probes F1 and F2, indicate that the chromatin within the domain is decompacted compared to the flanking regions in both wild-type and DKO knockout cells (Fig. 8b). Hence, within the domain, chromatin decompaction is uncoupled from transcriptional upregulation of the α-globin genes, indicating a response to earlier events at the locus.

### Maintenance of domain structure

Finally we wanted to investigate the role of ongoing transcription within the α-globin domain, both genic and non-genic, as a factor in maintaining domain structure and interactions within the domain. We knocked down global transcription in differentiating erythroblasts at MFL 30 h by a 3 h exposure to 5,6-Dichloro-1-*beta*-d-ribofuranosylbenzimidazole (DRB), which inhibits Pol II elongation. 

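DRB-treated, DMSO-treated and untreated erythroblasts at MFL 30 h were captured from Hba1/2 with 1 library each, after 3 h with 100 µM DRB or with DMSO. The authors' values are reads per 100000 reporter reads of each viewpoint on DpnII fragments. The Hba1/2 viewpoints held 9948 and 12900 reporter reads with DRB, 4654 and 5676 with DMSO, and 7118 and 8759 in untreated erythroblasts. The floor of 3 reads was 35.9 to 46.4 per 100000 cis interactions with DRB and 83.5 to 103.2 with DMSO. With 1 library per treatment, only the counting error of each value is known.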

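With DRB, 43.3% of the cis reads of Hba1/2 fell within the domain (95% Wilson interval 42.5% to 44.1%, 6275 of 14503 reads). With DMSO the share was 47.2% (45.9% to 48.4%, 2985 of 6329 reads), and in untreated erythroblasts it was 45.3% (44.3% to 46.3%, 4382 of 9674 reads). With both Hba1/2 viewpoints averaged, the log2 ratio of DRB to DMSO was −0.13 (95% interval −0.17 to −0.08) and that of DMSO to untreated was 0.06 (0.01 to 0.11). The ratio of DRB to DMSO was −0.07 for the values as deposited and −0.08 for shares of the interactions within 500 kb. The log2 ratio of the domain to its flanks was 2.61 (95% interval 2.54 to 2.68) with DRB, 2.79 (2.69 to 2.90) with DMSO and 2.72 (2.63 to 2.80) in untreated erythroblasts. Hba1/2 lie within the domain and the ratios were not corrected for distance, so their size alone does not show a self-interacting domain. From the tracks after DRB, the paper concludes that transcriptional elongation within the domain does not contribute to maintaining its structure.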

Despite successful knockdown of transcription (Supplementary Fig. 7), the domain structure is unaltered (Fig. 9) demonstrating that overall transcriptional elongation within the domain is not contributing to maintenance of the domain structure.

**Fig. 9:**
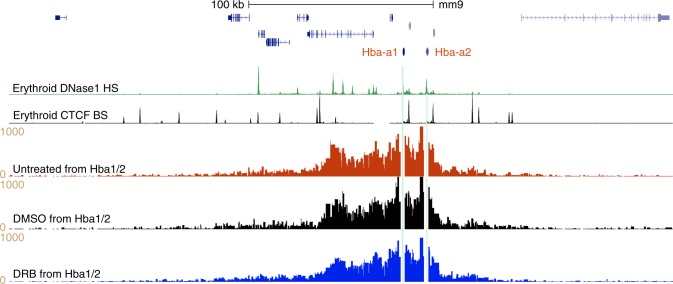
Transcriptional elongation is not required for the maintenance of domain structure. Gene map with DNase1 HS (green) and CTCF BS (black) genome browser tracks, followed by NG Capture-C tracks from the *Hba1/2* viewpoints in MFL 30 h cells untreated (red) and cultured for 3 h in presence of control DMSO (black) and DRB (blue), showing retention of interaction frequencies within the domain despite loss of transcription

## Discussion

In contrast to many current models of long-range gene regulation, we have shown, using a synergistic combination of NG Capture-C, quantitative FISH and super-resolution microscopy, that an erythroid-specific decompacted self-interacting domain, delimited by convergent CTCF/cohesin-binding sites forms early in erythropoiesis. It has been proposed that self-interacting domains might result from specific interactions between enhancers, promoters and CTCF/cohesin elements^23–25^; however, there are no detectable tissue-specific changes in CTCF binding at the α-globin locus^17^. Recent data^17^, together with the evidence presented here, show that rather than interacting directly with the α-globin enhancers and promoters, the flanking CTCF sites appear to avoid these elements: in fact, each shows interaction with the opposite flanking regions. Notably, when looking from either boundary CTCF-binding site (−39.5 or +48), the interaction profiles do not show a punctate interaction pattern with specific CTCF sites, rather we see a broad domain of interactions with the flanking domain that is tissue specific. This suggests that the formation of the α-globin self-interacting domain has the effect of bringing the flanking regions together in a general manner (as depicted in Supplementary Fig. 5) rather than specifically tethering one CTCF-bound region to another CTCF-bound region, although this effect may be mediated by the boundary action of these sites^17^. Our findings could be explained by the recently proposed hypothesis of chromatin loop extrusion^26–28^. This is thought to be an active process in which a loop-extruding factor, containing two DNA-encompassing units such as cohesin, associates with chromatin and travels along the chromatin fibre in opposite directions, creating a progressively larger intervening loop, until the factor is stalled at appropriately orientated CTCF-bound elements. This model, although currently only a hypothesis, would explain our observations that CTCF/cohesin sites flanking the α-globin self-interacting domain become juxtaposed around a decompacted loop of chromatin in erythroblasts. The marked difference in residence times reported for cohesin and CTCF^29^ implies that such loops would be repeatedly breaking and reforming, leading to a dynamic structure existing in different conformations at any one time point^30^.

To investigate the role of transcription in the formation of a looped domain, we made use of two mouse mutants where levels of α-globin transcription are severely reduced (DKO) or abrogated entirely (AMKO). We show that domain formation does not rely on interactions between the α-globin genes and their enhancers, suggesting that it may more simply depend on the presence of activated lineage-specific *cis*-elements driving a transcription-independent mechanism for opening chromatin. Certainly dCas9 gene activation alone has been shown to be insufficient to create a domain structure^19^, and in Drosophila more generally, TAD formation can arise independently of transcription^31^. Within a 2.7 Mb segment at the chicken α-globin locus it has also been shown that whilst genic and inter-genic transcription is upregulated in the immediate vicinity of the α-globin genes when they are active, increasing Hi-C contacts do not however automatically equate with increasing transcription^32^. By globally inhibiting Pol II activity, we further demonstrate that the self-interacting domain does not require ongoing transcriptional elongation, either genic or non-genic, for maintenance of the structure.

Dynamic chromatin decompaction at specific loci is a feature of tissue-specific and temporally controlled gene expression^33,34^ although how and when this happens within the whole process of gene regulation has been unclear. By studying FISH signal volumes we detect decompaction relative to mES cells at an early stage of terminal erythroid differentiation. In the double enhancer knockout mouse (DKO) where α-globin transcription is reduced by 90%, we show that decompaction still occurs to the same degree and could therefore be uncoupled from transcriptional activity in our system. There are similar distinctions between compaction and transcription reported in different systems^35,36^ although there is evidence from the β-globin locus that when active, chromatin changes shape and becomes substantially smaller in volume^37^. In live cells, both decreased^38^ and increased^39^ mobility of loci have been reported upon their transcriptional activation. At the α-globin locus, chromatin in an erythroid cell line (K562) was interpreted to be less compact than lymphoblastoid cells^40^. Studies in chicken^32^ report compaction of the sub-TAD encompassing α-globin when this gene is fully active, however this was based on frequency of chromatin interactions alone without parallel FISH data.

In our analysis of DKO erythroblasts, we distinguished the formation of a self-interacting domain as detected by FISH and by NG Capture-C, which looked normal, from interactions within the domain, which were significantly affected. This would suggest a process for domain formation that is simply dependent on the activation of lineage-specific elements. We have previously noted an accumulation of cohesin in erythroid cells around all five enhancer-like elements of the α-globin cluster^17^, which could act as entry points for cohesin, if we consider the dynamic loop extrusion hypothesis scenario. In this study, the remaining erythroid-specific elements in the absence of MCS-R1, MCS-R2 and α-globin genes are MCS-R3, MCS-R4 and MCS-Rm, which could play a redundant role in the formation of the self-interacting domain. This could suggest a potential role for *cis*-elements like MCS-R3 and MCS-Rm, which have the signature of enhancers but without obvious enhancer activity^21^, that is distinct from, and is active prior to, upregulation of gene expression. In this scenario and compatible with our data, the boundary elements of the domain would be brought into proximity as a result of loop extrusion or similar mechanism, rather than initiating the formation of a self-interacting domain.

## Methods

### Animal procedure

The mutant and wild-type mouse strains reported in this study were maintained on a mixed background and were generated and phenotyped in accordance with Animal [Scientific Procedures] Act 1986, with procedures reviewed by the clinical medicine Animal Welfare and Ethical Review Body (AWERB), and conducted under project licence PPL 30/3339. All animals were singly housed, provided with food and water ad libitum and maintained on a 12 h light: 12 h dark cycle (150–200 lux cool white LED light, measured at the cage floor). Mice were given neutral identifiers and analysed by research technicians unaware of mouse genotype during outcome assessment.

### Cell culture

Erythropoiesis can be faithfully recapitulated ex vivo where progenitor cells differentiate down an erythroid pathway, making all necessary proteins for red cell function, to a late stage when the nucleus condenses and is finally extruded from the cell. Ex vivo culture of foetal liver cells from E12.5 mice (MFL) allows us to access erythroblasts at an early stage of differentiation with low levels of globin transcription (MFL 0 h) and at a more differentiated stage when erythroblasts are at peak transcription of the globin genes (MFL 30 h). Differentiation status was monitored by cytospin (Fig. 1b), and level of α-globin nascent transcript was assessed by RT-qPCR (Fig. 1c) and by RNA-FISH (Fig.1d). Previous analysis of chromatin conformation at the α-globin locus has used Ter119-positive erythroblasts derived from adult spleen to represent the α-globin-on population^16,17^. Data derived from these cells and from MFL 30 h erythroblast cultures are comparable (Supplementary Fig. 1). Our in vitro mouse foetal liver (MFL) culturing system is based on previous protocols^41,42^. Briefly, MFL cells, taken at E12.5, were cultured in StemPro medium (Invitrogen) supplemented with Epo (1 U/mL) (Janssen, PL 00242/029), SCF (50 ng/mL) (Peprotech, 250-03), dexamethasone (1 μM) (Hameln, DEXA3.3) and 1× l-Glutamine (Invitrogen) for 6–7d to expand the erythroid progenitor population. Cells were differentiated, over a 30 h period in StemPro medium supplemented with Epo (5 U/mL) (Janssen, PL 00242/029) and transferrin (0.5 mg/mL) (Sigma, T0665) to a late stage of erythropoiesis. Foetal liver material was obtained from mice that are wild-type, DKO (where both MCS-R1 and MCS-R2 are deleted)^21^, or AMKO (where both α-globin genes are removed)^22^. Mouse ES cell line, E14 (gift from Dr. A.G. Smith), was cultured in GMEM (Invitrogen) supplemented 10% (vol/vol) FBS (Gibco®, 10270) and LIF and grown in gelatinised flasks. C127, a mouse mammary epithelial cell line (gift from Dr L. Schermelleh), was cultured in DMEM (Invitrogen) supplemented with 10% (vol/vol) FBS (Sigma), 1× penicillin/streptomycin (Invitrogen) and 1× l-glutamine (Invitrogen). MEL, the mouse erythroleukaemia cell line (gift from Dr A. Deisseroth), was cultured in RPMI (Invitrogen) supplemented with 10% (vol/vol) FBS (Sigma), 1× penicillin/streptomycin (Invitrogen) and 1× l-glutamine (Invitrogen). Mouse embryonic fibroblasts (MEF) (generated in-house) were cultured in DMEM (Invitrogen) supplemented with 15% (vol/vol) FBS (Gibco®), 1× penicillin/streptomycin (Invitrogen), 1× L-glutamine (Invitrogen) and 1× NEAA (Invitrogen). All cells were incubated at 37 °C in a humidified 5% (vol/vol) CO_2_ incubator. None of the cell lines used here are found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI Biosample and all are routinely screened for mycoplasma infection.

### Fluorescence activated cell sorting and flow cytometry

Defined cell populations were sorted as follows; expanded MFL cells were depleted of differentiated erythroid Ter119+ve cells by staining with Ter119 antibody 1/100 (Becton Dickinson, 553673) and separation using MACS column (Miltenyi Biotec Ltd). Ter119−ve cells were then stained and sorted for CD44 1/100 (Becton Dickinson, 561862) and cell size (Fig. 1a). This gave an early erythroid progenitor population. Following 30 h culturing in differentiation medium, more differentiated erythroblasts were obtained. Progression of in vitro differentiation was monitored by flow cytometry, by staining with Ter119 antibody 1/100 (Becton Dickinson, 553673).

### Reverse transcription qPCR

For MFL characterisation, isolation of total RNA was performed by lysing 10^7^ cells in TRI reagent (Sigma), according to the manufacturer’s instructions. To remove genomic DNA from RNA samples, samples were treated with TURBO™ DNase according to manufacturer’s protocol (Invitrogen, AM2238). To assess relative changes in gene expression by qPCR, 1 μg of total RNA was used for cDNA synthesis using Superscript™ II reverse transcriptase (Invitrogen, 18064014). Quantification of mRNA levels was performed in triplicate using SYBR® Green Real Time PCR master mix according to manufacturers instructions (Applied Biosystems, 4309155). The relative standard curve method was used for relative quantitation of RNA abundance. For transcriptional inhibition, RNA samples were prepared using Direct-zol RNA Miniprep kit (Zymo Research, R2050). 50 ng of total RNA was used for cDNA synthesis using Superscript III™ First Strand Synthesis Super-Mix (Invitrogen, 11752-050) and quantification was performed in triplicate using Fast SYBR™ Green Master Mix (Applied Biosystems, 4385612). The 2^^-ΔΔCt^ method was used to calculate the relative change in transcription. Primers: mHba Nascent F (GTGTGGATCCCGTCAACTTC); mHba Nascent R (CCACTATGTTCCCTGCCTTG); mHbb Nascent F (GCACCTGACTGATGCTGAGA); mHbb Nascent R (TCTCCAAGCACCCAACTTCT); m18s F (GTAACCCGTTGAACCCCATT); m18s R (CCATCCAATCGGTAGTAGCG).

### Next-generation Capture-C

Performed as previously described^16^. Material was obtained from mES E14 cells and MFL cells (0 h and 30 h) from WT and AMKO. Briefly, 3 C libraries were generated using standard methods. Before oligonucleotide capture, 3 C libraries were sonicated to a fragment size of 200 bp and Illumina paired-end sequencing adaptors (New England BioLabs, E6040, E7335 and E7500) were added using Herculase II polymerase (Agilent). Samples were indexed, allowing multiple samples to be pooled before oligonucleotide capture using biotinylated DNA oligonucleotides designed for the α-globin gene promoters *Hba1/2*, the MCS-R1 and –R2 regulatory elements, CTCF −39.5 (Sigma Aldrich) and the five FISH probe sites Ex, E, A, C, Cx (ATDBio Ltd). The first hybridisation reaction was scaled up relative to the number of samples included in the reaction to maintain library complexity using Nimblegen SeqCap EZ Hybridization and Wash Kit (Roche, 05634261001). After a 72 h hybridisation step, streptavidin bead pulldown (Invitrogen, 65305) was performed, followed by multiple bead washes using Nimblegen SeqCap EZ Hybridization and Wash Kit (Roche, 05634261001) followed by PCR amplification of the captured material using SeqCap EZ accessory Kit v2 (Roche, 07145594001). A second capture step was performed as above, with the exception that it was carried out in a single-volume reaction. As material was limited in the NG Capture-C experiments after treatment with DRB, these were performed with modifications optimized for small cell numbers^43^, according to the Low-Input Capture-C protocol^44^. The material was sequenced using the Illumina® MiSeq platform with 150-bp paired-end reads. Data were analysed using scripts available at https://github.com/Hughes-Genome-Group/CCseqBasicF/releases and R was used to normalize data and generate differential tracks.

### Probes and nick translation labelling

For FISH; plasmid probes used were pEx (mm9; chr11; 32129812-32136918), pE (mm9; chr11; 32146280-32153457), pA (mm9; chr11; 32201016-32208529), pC (mm9; chr11; 32251235-32258747) and pCX (mm9; chr11; 32275986-32282385). Probes were constructed in the pBlueScript plasmid by subcloning regions from mouse BAC RP23-469I8 and BAC RP24-278E18 by λ-red-mediated recombination^45^. Mouse BACs were as follows; F1 (RDB 4214 MSMg01-530C17), COMP (RDB 4214 MSMg01-276J20) engineered by λ-red-mediated recombination to give a final insert size covering mm9; chr11; 32137046-32200781, and F2 (RP24-278E18). All BACs were obtained from RIKEN^46^ and BACPAC Resources Center (Children’s Hospital Oakland Research Institute; [https://bacpacresources.org/]). FISH probes were labelled by nick translation as previously described^47^. Probes were directly or indirectly labelled by nick translation using Cy3-dUTP (GE Healthcare) and digoxygenin-11-dUTP (Roche). Oligonucleotide probes were designed as 50mers, tiled across the region of interest on both strands. They were generated by microarray synthesis and amplified by circle-to-circle (RCA) amplification according to the method described by Schmidt et al^48^. Amino-11-dUTP (3:1 with TTP) was incorporated during RCA and then labelled with fluorophore NHS esters (Abberior Star Red, Atto565 and Oregon Green 488). Conditions for labelling: 1 mM oligonucleotides, 10 mM NHS ester (added as 0.1 M solution in DMSO), 0.5 M sodium carbonate buffer tabfigpH 8.5, shaken at 55 °C for 5 h and purified by gel filtration.

### RASER-FISH

The small size of the locus requires optimal preservation of 3D nuclear structure. However, conventional FISH requires heat denaturation disrupting fine details of chromatin structure below 1 Mb^49,50^. Here we have successfully adapted the principle of chromosome orientation FISH (CO-FISH)^51^, to non-repetitive genomic loci. The resulting RASER (resolution after single-strand exonuclease resection)-FISH method maintains nuclear fine-scale structure by replacing heat denaturation with exonuclease digestion, and is suitable for high- and super-resolution imaging analysis. Line profiles across DAPI-stained nuclei after three separate treatments (immunofluorescence (IF), our standard 3D-FISH and RASER-FISH) indicated a loss of structure in the 3D-FISH nuclei that is not observed in the RASER-FISH nuclei when compared to IF only (Supplementary Fig. 8). When comparing RASER-FISH to 3D-FISH, hybridisation efficiency was similar for the two techniques (>90%), suggesting that exonuclease digestion around the alpha globin locus is extensive by this method. Briefly, cells were labelled overnight with BrdU/BrdC mix (3:1) at final conc. of 10 μM. Cells were fixed in 4% PFA (vol/vol) for 15 min and permeabilised in 0.2% Triton X-100 (vol/vol) for 10 min. Cells were then stained with Hoechst 33258 (0.5 μg/mL in PBS), exposed to 254 nm wavelength UV light for 15 min, then treated with Exonuclease III (NEB) at final conc. 5 U/μL at 37 °C for 15 min. Labelled probes (100 ng each) were denatured in hybridization mix at 90 °C for 5 min, BACs were preannealed at 37 °C for 20 min. Coverslips were hybridized with prepared probes at 37 °C either overnight or for 50 h for the oligonucleotide probes. After hybridization, coverslips were washed for 30 min twice@@ in 2× SSC at 37 °C, once in 1 × SSC at RT. Coverslips were blocked in 3% BSA (wt/vol) and digoxigenin was detected with sheep anti-digoxigenin FITC 1/50 (Roche, 11207741910) followed by rabbit anti–sheep FITC 1/100 (Vector Laboratories, FI-6000). Coverslips were stained with DAPI (0.5 µg/mL in PBS), washed with PBS and mounted in Slowfade® Diamond mountant for standard widefield imaging (Molecular Probes®) and either Slowfade® Diamond or Vectashield (Vector Laboratories) for STED imaging.

### Standard 3D DNA-FISH

Cells were fixed in 4% PFA (vol/vol) for 15 min and permeabilized in 0.2% Triton X-100 (vol/vol) for 10 min. Cells were denatured in 3.5 N HCl for 20 min and neutralized in ice-cold PBS. Probes were prepared as in the previous section, and coverslips were hybridized overnight at 37 °C. Cells were washed and blocked, probes were detected and coverslips were mounted as in the previous section.

### Tolerance

Pools of oligonucleotide probes were designed consisting of 30 nt tiling 6 kb of the MCS-R2 region, avoiding large repeats, with 30 nt gaps between probes (80 oligonucleotides in total). The probes were synthesised with 5’-amino groups using standard phosphoramidite chemistry (ATDBio Ltd). After purification by gel filtration, the probes were labelled in pools covering 1 kb with either digoxigenin NHS ester or Cy3 NHS ester, to give a 6 kb probe with alternating 1 kb regions of Cy3 or digoxigenin. Conditions for labelling: 1 mM oligonucleotides, 10 mM NHS ester (added as 0.1 M solution in DMSO), 0.5 M sodium carbonate buffer pH 8.5, shaken at 55 °C for 5 h and purified by gel filtration followed by RP-HPLC eluting with a 0.1 M TEAA/MeCN gradient. Fractions containing the products were combined, dried, desalted by gel filtration and lyophilised. MEL cells were fixed on coverslips and prepared according to the RASER-FISH protocol. The pooled probes were resuspended in water at 100 ng/ µL. 1 µL of the labelled oligonucleotide mixture was added to 5 µL hybridisation buffer (Kreatech) and 5 µL 2× SSC. The probe mixture was denatured at 95 °C for 5 min, placed on ice, then applied to the coverslip. The coverslips were hybridized at 37 °C overnight, then washed, detected and mounted as previously described.

### RNA-FISH

In brief^52^, cells were fixed in 4% PFA (vol/vol), 5% (vol/vol) glacial acetic acid in normal saline for 20 min and treated with 0.02% pepsin (wt/vol) in 0.01 N HCl for 5 min. After a brief post fixation in 4% PFA, slides were dehydrated through an ethanol series. Hapten-labelled oligonucleotide probes (30 ng per slide) were resuspended in hybridization buffer and slides were hybridized overnight at 37 °C. Slides were washed in 2× SSC and following blocking, probes were detected and coverslips were mounted as described in subsection ‘RASER-FISH’.

### Imaging equipment and settings

Widefield fluorescence imaging was performed at 20 °C on a DeltaVision Elite system (Applied Precision) equipped with a 100 ×/1.40 NA UPLSAPO oil immersion objective (Olympus), a CoolSnap HQ2 CCD camera (Photometrics), DAPI (excitation 390/18; emission 435/40), FITC (excitation 475/28; emission 525/45) and TRITC (excitation 542/27; emission 593/45) filters. 12-bit image stacks were acquired with a z-step of 150 nm giving a voxel size of 64.5 nm x 64.5 nm x 150 nm. Image restoration was carried out using Huygens deconvolution Classic Maximum Likelihood Estimation (Scientific Volume Imaging B.V.), STED images were acquired at 20 °C on a Leica TCS SP8 3X Gated STED (Leica Microsystems), equipped with a pulsed supercontinuum white light excitation laser at 80Mhz (NKT), and two continuous wavelength STED lasers at 592 nm and 660 nm. HyD detectors were used in gated mode (1.5–6 ns for 592 depletion and 0.5–8.5 ns for 660 depletion). A sequential imaging mode was set employing first the 660 nm STED laser, and then the 592 nm STED laser to give a final voxel size of 31.9 nm x 31.9 nm x 110 nm in the image shown (Fig. 5b), which was minimally smoothed by performing a Gaussian blur of 0.75 pixel radius in ImageJ [https://imagej.net/]. For three colours, 3D gSTED images were collected using two continuous wavelength STED lasers at 592 nm and 660 nm and a pulsed laser at 775 nm to give a voxel size of 41.2 nm x 41.2 nm x 108 nm (Fig. 5c). Images for display were minimally smoothed in LAS X using a kernel size of 5.

### Image analysis

Measurements of either distance or volume were made using in-house scripts [https://github.com/dwaithe/foci_measurements] [DOI: 10.5281/zenodo.1318160] in ImageJ. As a pre-processing step image regions are chromatically corrected to align the green and the red channel images. The parameters for the chromatic correction were calculated through taking measurements from images of 0.1 μm TetraSpeck® (Molecular Probes®) and calculating the apparent offset between images in each colour channel. Cells were only selected for analysis where there was no hint of replicated signal. Since the a-globin locus replicates very early in S phase, the majority of cells analysed were in the G1 phase of the cell cycle. For both distance and volume measurement scripts, signal pairs were manually identified whereupon a 20 × 20 pixel and 7 x z-step sub-volume was generated centred on the identified location (Supplementary Fig. 9a). In each identified region, thresholding was applied to segment the foci. Firstly the image region was saturated beyond the top 96.5 % intensity level, to reduce the effect of noisy pixels, and then the threshold was calculated as being 90 % of the maximum intensity value of the processed image. This was repeated for both green and red channels and was found to accurately segment the foci from background. Once segmented, signal centroid positions were mathematically calculated and the inter-centroid 3D distance measurement was output along with a.png image for visual inspection (Supplementary Fig. 9a). For the volume analysis, the segmented volume for foci was integrated and converted into μm^3^ units and output for each signal. We validated any increase in volume between MFL 0 h and 30 h by taking volume measurements of fluorescently labelled 500 nm diameter Tetraspeck® beads (Molecular Probes®) incorporated into the mountant where we found the bead volume measurements equivalent at the two timepoints. Correlation of the positioning of paired FISH probes was assessed by Pearson co-efficient of correlation analysis and was performed on the 20 × 20 × 7 raw intensity signals from each channel. Line profile analysis was performed using the Plot Profile function in Fiji^53^. We made initial comparisons between z-steps of 100 nm, 150 nm and 200 nm to assess any effect on inter-centroid 3D distance measurements (Supplementary Fig. 9b) and established the tolerance of the inter-centroid distances produced by the analysis pipeline to be 53 nm (Supplementary Fig. 9c). The oligonucleotide probe STED images were analysed in Imaris (Bitplane AG, Zurich, Switzerland); elongated spots were fitted and the angles between them trigonometrically calculated from their coordinates using the law of cosines (*c*^2^ = *a*^2^ + *b*^2^ − 2*ab*cosθ).

### Transcriptional inhibition

MFL 30 h cells were either untreated, or treated with 100 μM 5,6-dichlorobenzimidazole 1-β-d-ribofuranoside (DRB) dissolved in DMSO or DMSO alone (control) for 1 h and 3 h in standard tissue culture conditions. RNA samples for RT-qPCR and chromatin for NG Capture-C were taken for subsequent analysis.

### Statistics and reproducibility

Samples sizes were not predetermined. For FISH the sample sizes compare very favourably with other reported FISH studies. Full FISH data in its entirety for all biological replicates are shown in Fig. 3, 8, and Supplementary Figs. 3, 4, 8. The number of individual measurements made in each sample is given as ‘*n*’. Statistical analysis was carried out with Graphpad Prism (version 7.0c) unless otherwise indicated. Gene expression experiments (Fig. 1c) were performed on three biological replicates (standard deviation (s.d.) is shown). All NG Capture-C experiments were performed on three biological replicates with the exception of WT and AMKO capture from MCS-R1/R2, and transcription inhibition, which were each derived from one sample. The standard deviation was calculated in R and statistical significance in the differential analysis was calculated using DESeq2 as previously described^16^. All graphs showing FISH signal inter-distance data display median values with variance shown as the interquartile range with the exception of Supplementary Fig. 9c, which show mean values with s.d. All volume analyses are displayed as cumulative frequency plots where the bins were in voxel sized increments. The statistical significance of differences in the range of distance measurements and volume measurements were derived as two-tailed by the non-parametric Kruskal–Wallis test with Dunn’s multiple comparisons. *p* values are represented as ^∗^*p* < 0.05; ^∗∗^*p* < 0.01; ^∗∗∗^*p* < 0.001; ^∗∗∗∗^*p* < 0.0001.

### Code availability

The code used to analyse NG Capture-C data can be found at (https://github.com/Hughes-Genome-Group/CCseqBasicF/releases). Analysis scripts for distance and volume measurements are available at (https://github.com/dwaithe/foci_measurements) (10.5281/zenodo.1318160).

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

NG Capture-C data that support the finding of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE107675. Statistics analyses codes are available upon reasonable request. All image files are archived in OMERO^54^ and can be made available upon reasonable request. Any other data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: A tissue-specific self-interacting chromatin domain forms independently of enhancer-promoter interactions
**Source:** Nat Commun. 2018 Sep 21;9:3849. doi: 10.1038/s41467-018-06248-4
**Supplement:** Supplementary file 1 — Supplementary Information

**A tissue-specific self-interacting chromatin domain forms independently of  
enhancer-promoter interactions**

**Brown et al**

**SUPPLEMENTARY INFORMATION**

## Supplementary Figure 1

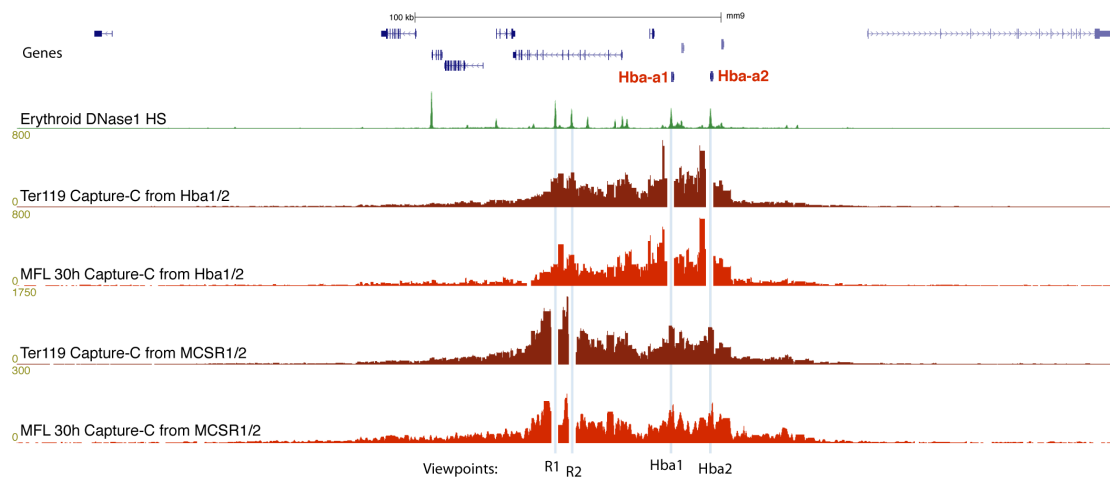

**Supplementary Figure 1: Erythroblasts derived from adult spleen or foetal liver form the same domain of chromatin interactions at the  $\alpha$ -globin locus.** Layout as for Fig. 1e. NG Capture-C tracks from *Hba1/2* and MCSR1/R2 viewpoints show the same pattern of chromatin interactions between erythroblasts derived from adult spleen (Ter119+ dark red) and foetal liver (MFL 30h red).

## Supplementary Figure 2

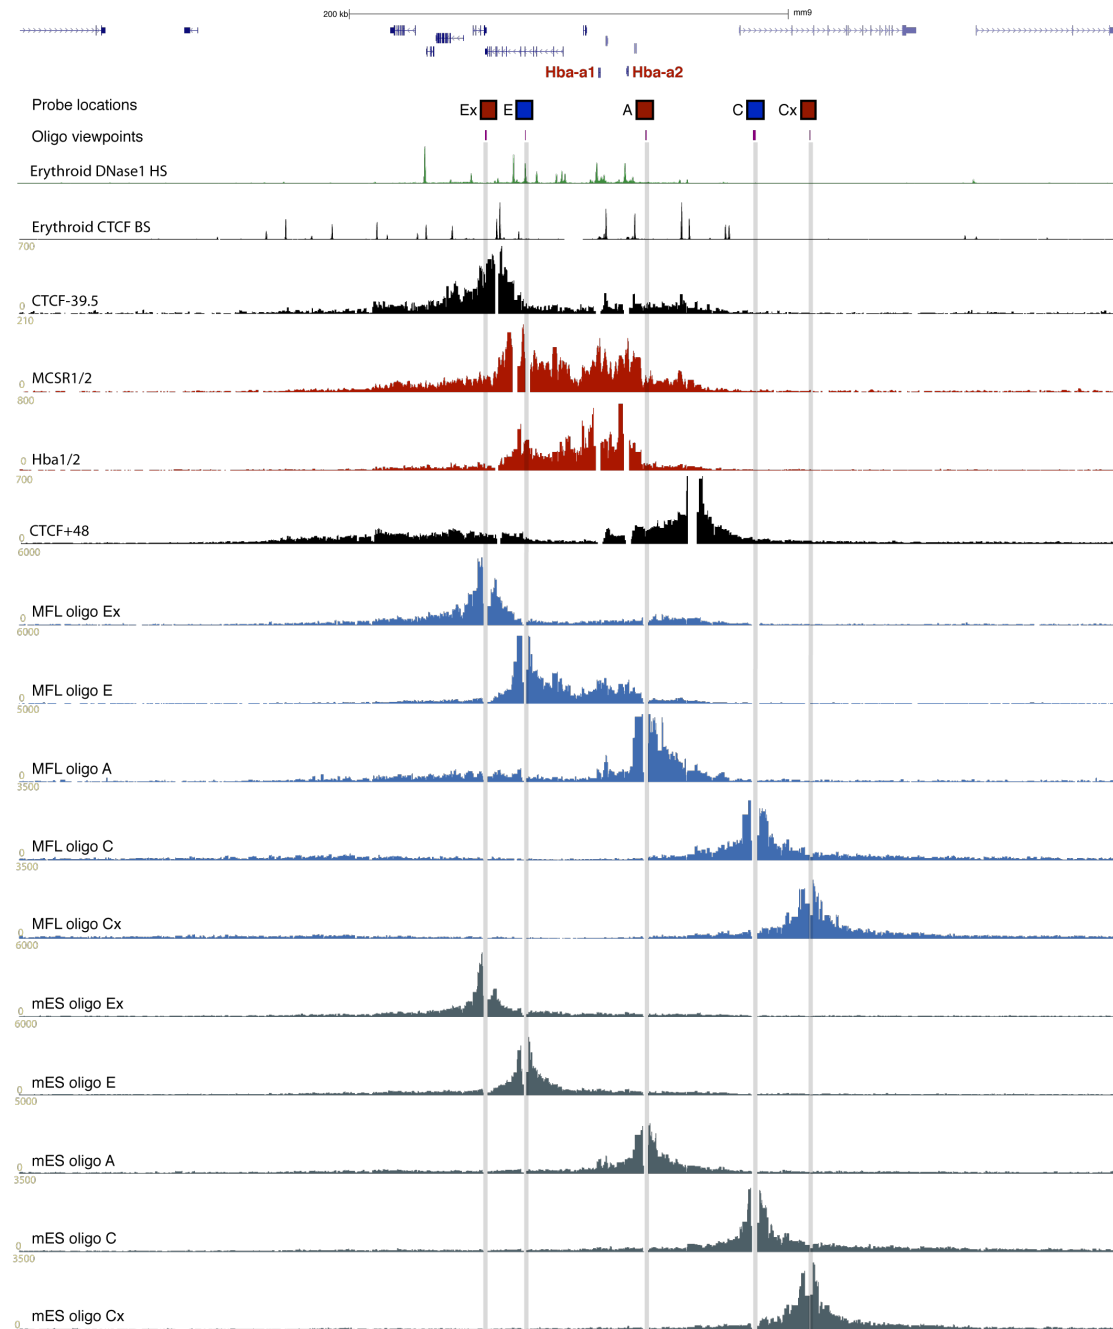

**Supplementary Figure 2: Chromatin interactions detected from FISH probe viewpoints in erythroblasts and mES cells.** *Hba* genes are highlighted in red, followed by the locations of the plasmid (Ex, E, A, C, Cx) FISH probes and the 50mer oligonucleotides used for capture. Underneath are genome browser tracks showing DNase1 HS (green) and CTCF BS (black), then NG Capture-C tracks for MFL 30h from viewpoints CTCF BS -39.5 (black), the two major enhancer elements MCS-R1/R2, and the *Hba1/2* genes (both red) and the CTCF BS +48 (black). Below are five NG Capture-C

tracks from MFL 30h erythroblasts (blue) depicting interactions from the viewpoints of the five FISH probes, as indicated. Interactions detected by oligo Ex mirror those detected from the CTCF BS -39.5 at the upstream side of the  $\alpha$ -globin domain; oligo E detects interactions within the self-interacting domain, matching the Enhancer R1/R2 track; oligo A detects interactions at the opposite side of the domain whilst control oligos C and Cx principally detect proximity interactions. Measurements A to E will therefore reflect a mixture of interactions within and across the domain. Five further tracks (grey) depict interactions in E14 mES cells where only proximity interactions are detected.

Supplementary Figure 3

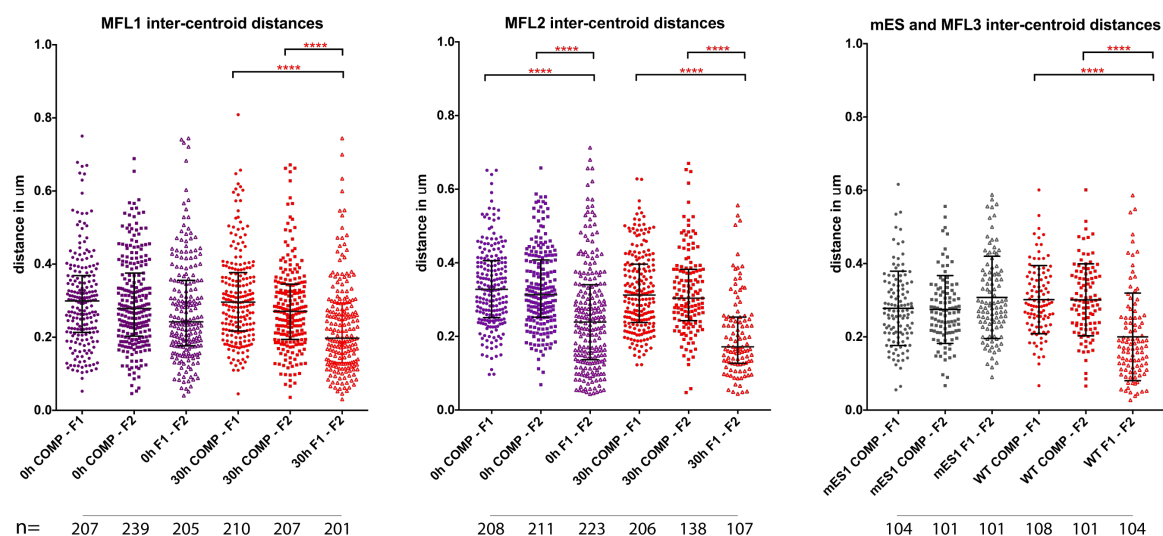

**Supplementary Figure 3: Proximity measurements across a 320 kb region encompassing the  $\alpha$ -globin locus in mouse WT cells.** Inter-centroid distance measurements between three BAC probe pairs, COMP-F1 (circles), COMP-F2 (squares) and F1-F2 (open triangles) in erythroblasts derived from three independent MFL cultures and in mES cells (grey). MFL1 and MFL2 measurements are given for two time points, 0h (purple) and 30h (red). Each dot represents a single measurement and the total number of measurements is indicated by 'n'. Error bars indicate median value and interquartile range. Statistical significance of differences in range of measurements, derived by a Kruskal-Wallis test with Dunn's multiple comparisons, is shown (\*\*\*\* $p < 0.0001$ ).

Supplementary Figure 4

**a**

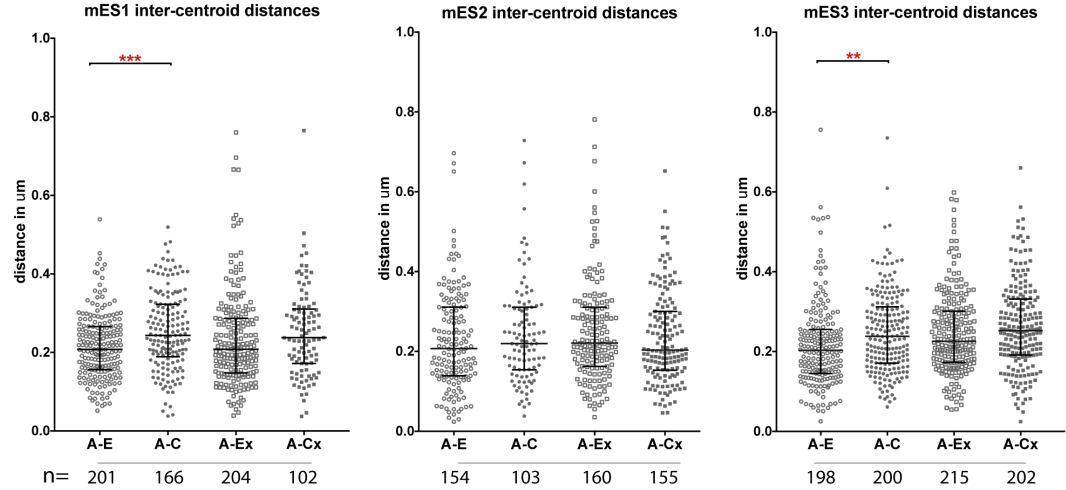

**b**

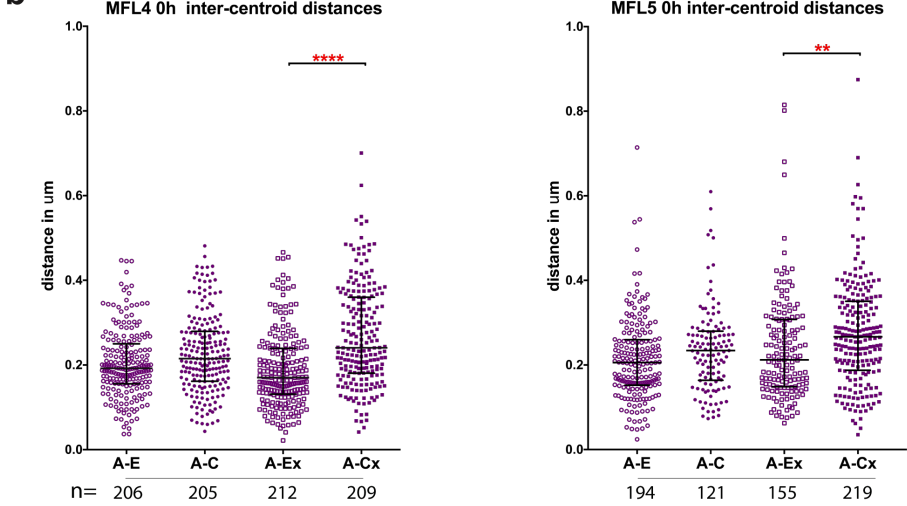

**c**

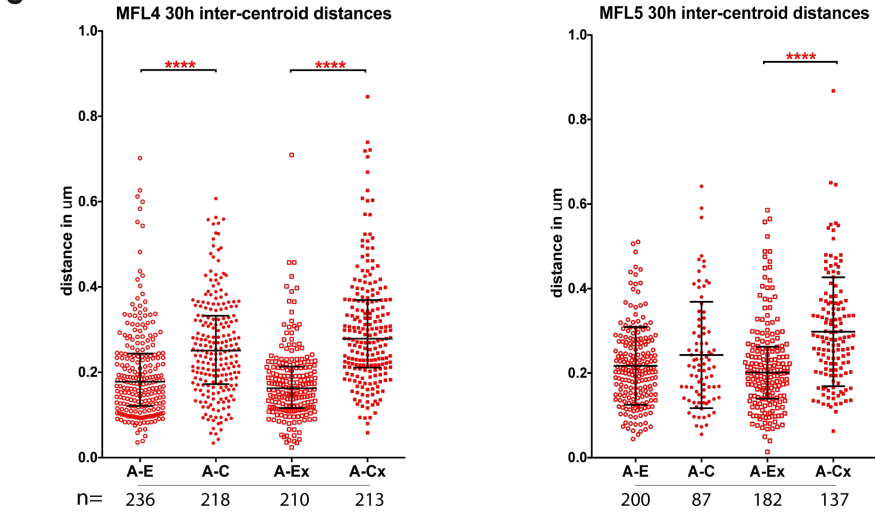

**Supplementary Figure 4: Proximity measurements at the  $\alpha$ -globin locus between plasmid probe pairs.** **a**, Inter-centroid distances measured between the four probe pairs A-E (open circles), A-C (closed circles), A-Ex (open squares), A-Cx (closed squares) in three mES cell cultures (grey). Each dot represents a single measurement and the total number of measurements is indicated by 'n'. Error bars indicate median value and interquartile range. Statistical significance of differences in range of measurements, derived by a Kruskal-Wallis test with Dunn's multiple comparisons, is shown. **b**, Inter-centroid distances plotted as above for two MFL cultures harvested at 0h (purple). **c**, Inter-centroid distances plotted as above for two MFL cultures harvested at 30h (red). \*\*\*\*p< 0.0001; \*\*\*p< 0.001; \*\*p< 0.01.

## Supplementary Figure 5

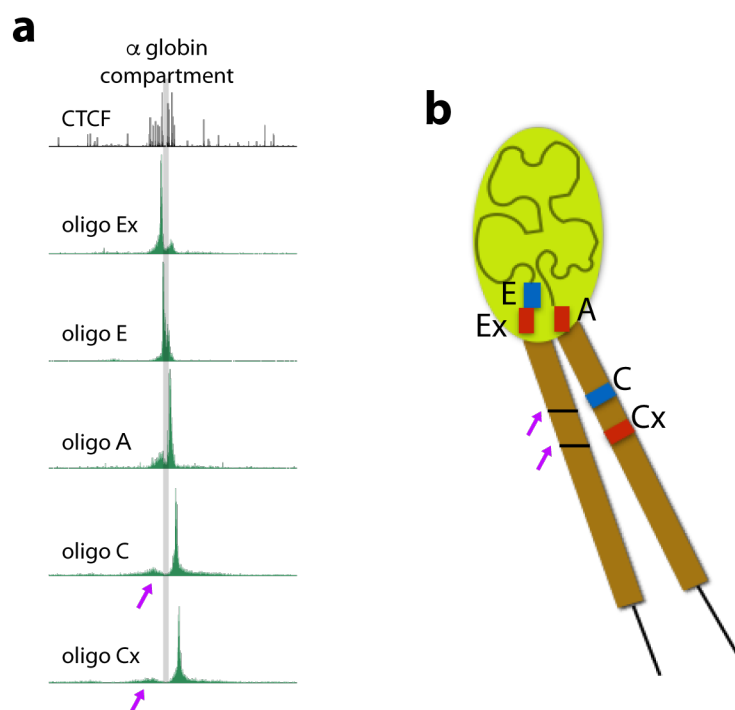

**Supplementary Figure 5: Infrequent interactions occur between chromatin regions encompassing the  $\alpha$ -globin self-interacting domain. (a)** A larger scale view of NG Capture-C tracks for MFL 30h from plasmid probe viewpoints as presented in Fig. S2. The pale grey bar defines the extent of the  $\alpha$ -globin domain. Magenta arrows indicate the outlying interactions detected by oligo C and Cx with a region devoid of genes or erythroid-specific accessibility. Careful examination indicates that C interacts rather more frequently and with a region that is slightly closer than Cx. Such interactions are consistent with the development of a distinct domain that affects the positioning of the flanking regions. **(b)** Schematic model of the domain showing that the structure created by the self-interacting domain can lead to more frequent interactions between surrounding chromatin.

Supplementary Figure 6

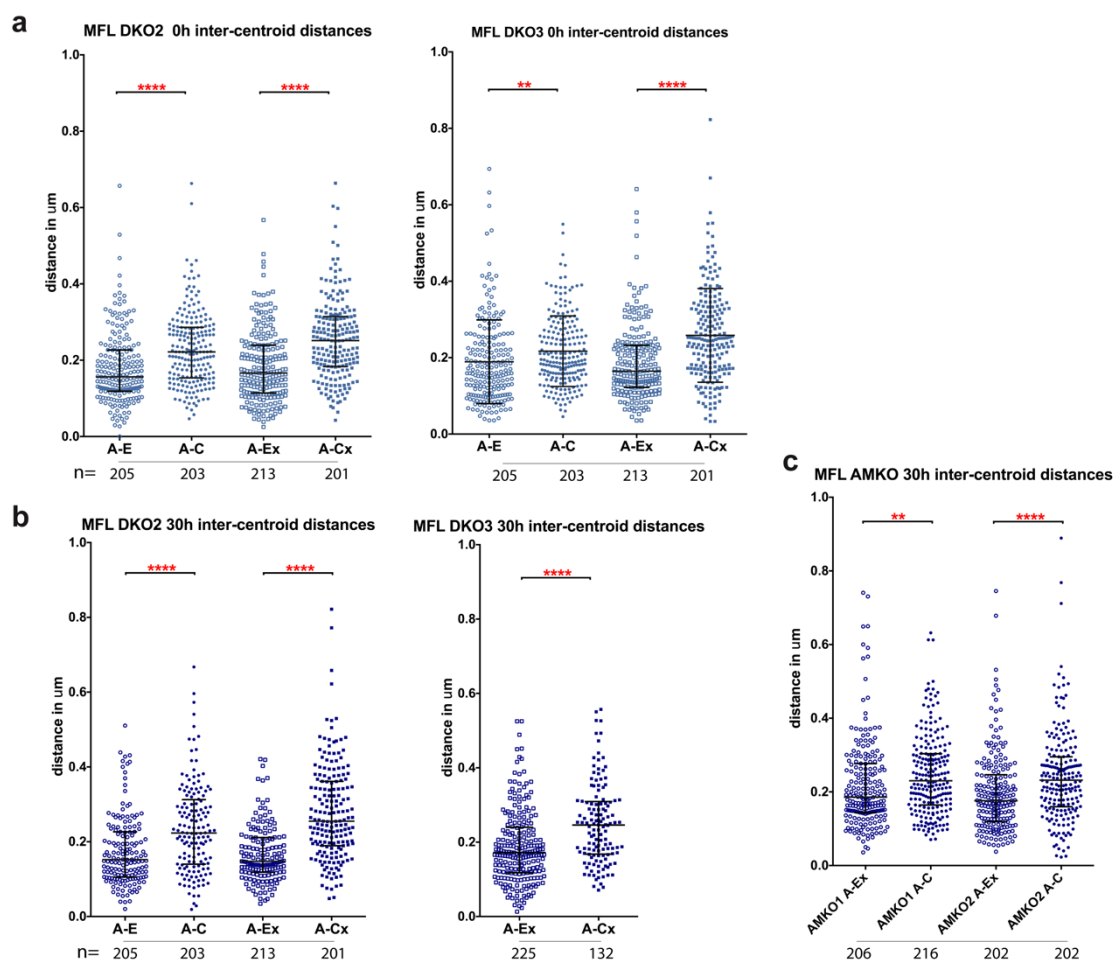

**Supplementary Figure 6: Proximity measurements at the  $\alpha$ -globin locus between plasmid probe pairs in knockout mouse lines. (a)** Inter-centroid distances measured between the four probe pairs A-E (open circles), A-C (closed circles), A-Ex (open squares), A-Cx (closed squares) in two MFL DKO erythroblast cultures at 0h (light blue). Each dot represents a single measurement and the total number of measurements is indicated by 'n'. Error bars indicate median value and interquartile range. Statistical significance of differences in range of measurements, derived by a Kruskal-Wallis test with Dunn's multiple comparisons, is shown. **(b)** Inter-centroid distances plotted as above for two MFL DKO cultures harvested at 30h (dark blue). **(c)** Inter-centroid distances plotted as above for two MFL AMKO cultures harvested at 30h (dark blue). \*\*\*\* $p < 0.0001$ ; \*\*\* $p < 0.001$ ; \*\* $p < 0.01$ .

Supplementary Figure 7

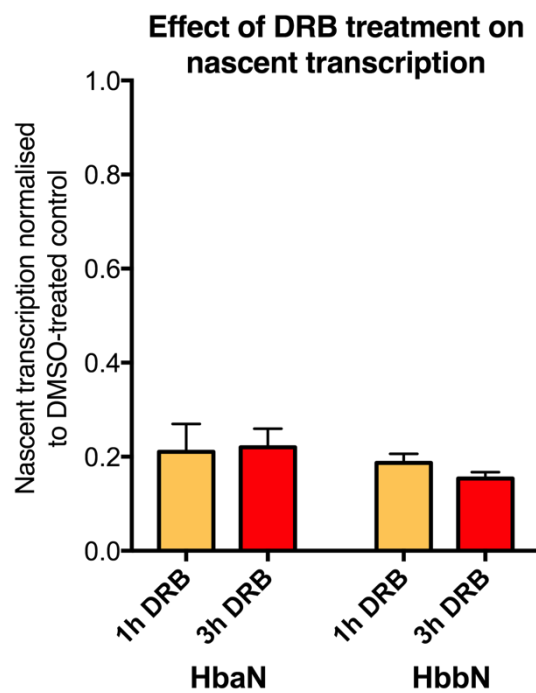

**Supplementary Figure 7: Validation of reduction of transcription by DRB treatment.** The effect of 1 h or 3 h DRB treatment upon nascent transcription (denoted N) was measured by RT-qPCR of *Hba* and *Hbb*, using *Rn18s* as the control target. The resulting reduction in transcription is shown relative to the vehicle only (DMSO) treated cells. The graph shows the average of technical triplicates, with variation shown as s.d.

Supplementary Figure 8

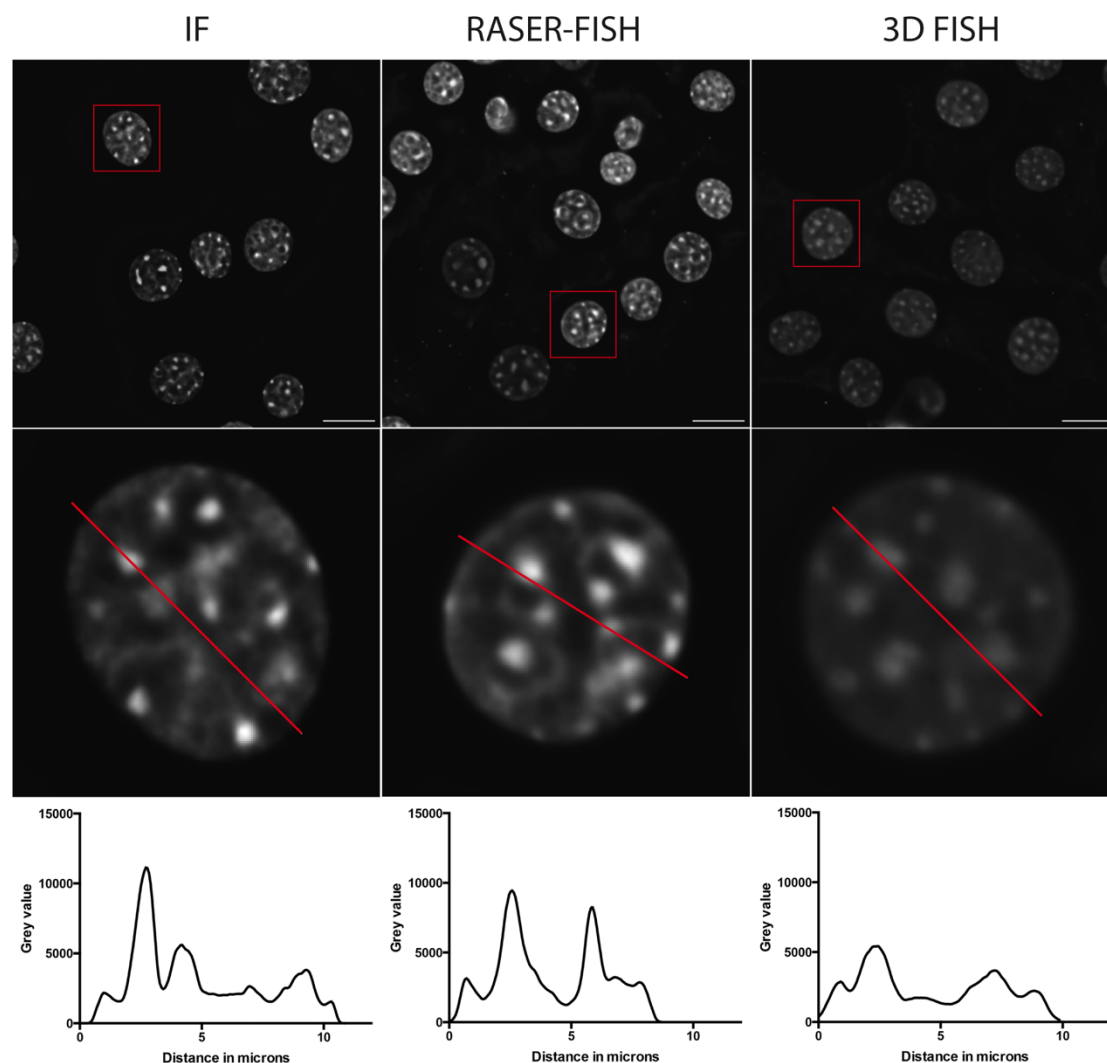

**Supplementary Figure 8: The RASER-FISH technique.** Example C127 DAPI-stained nuclei (top) after fixation and immunofluorescence only (left), RASER-FISH (middle) or 3D-FISH (right). Scale bar 10 $\mu$ m. Red box indicates selected nucleus; red line across these nuclei (middle) indicates position of line profiles (bottom) indicating fluorescence intensity across the matching nucleus, reduced after 3D-FISH.

Supplementary Figure 9

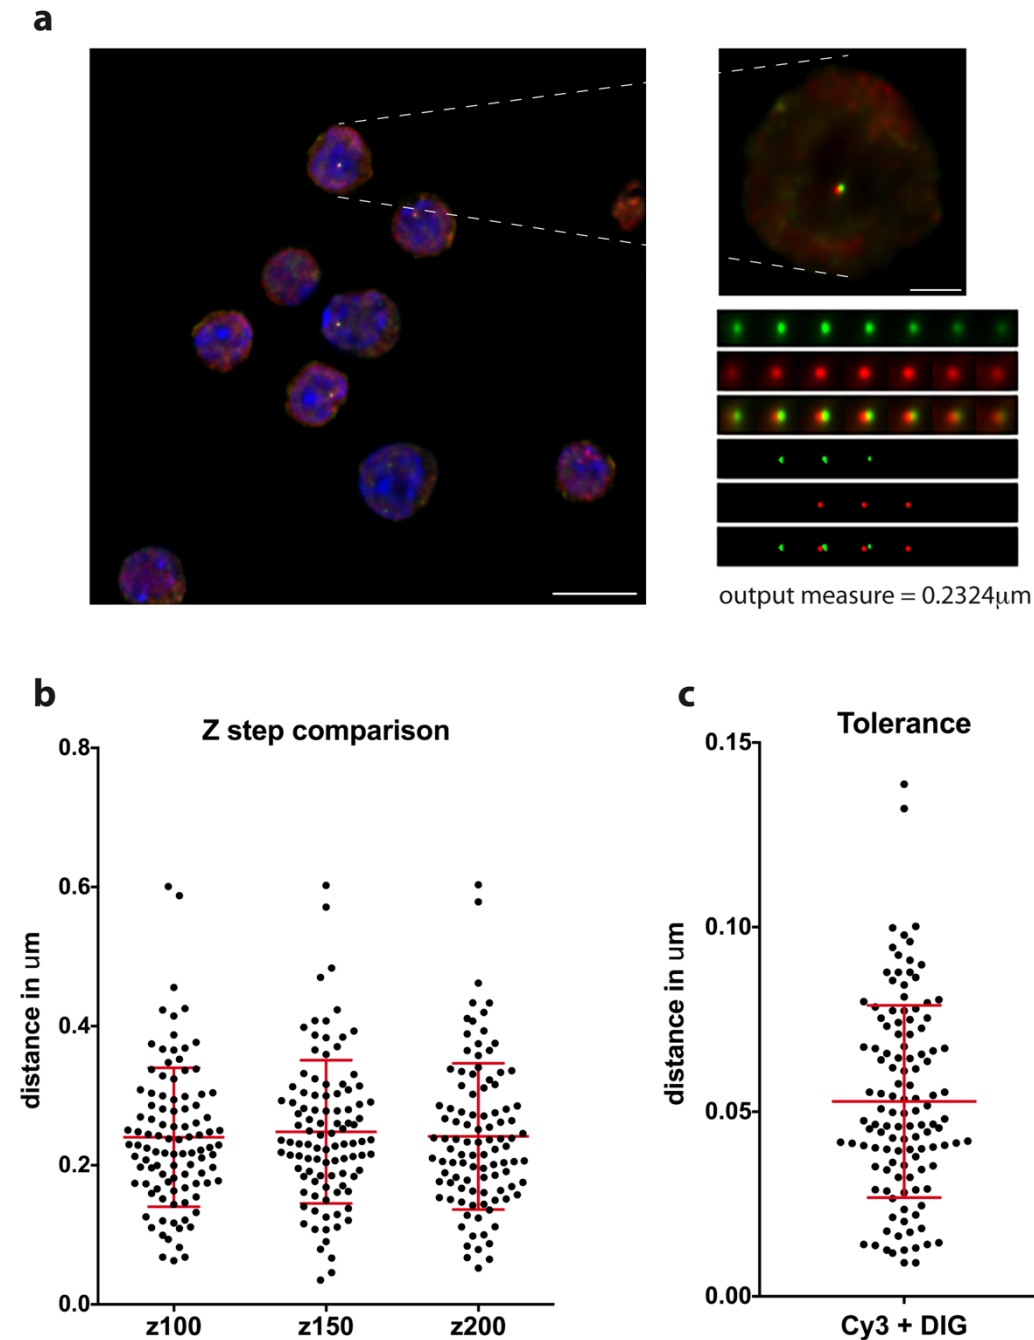

**Supplementary Figure 9: Image capture and analysis.** (a) Example field of capture after deconvolution (left) with selected nucleus (right), above the sub-stack of 7 Z steps generated from the RASER-FISH signal. The signal is thresholded at 80% of maximum fluorescence then distance between signal centroids is automatically calculated in three dimensions after chromatic shift correction. Scale bars 10  $\mu$ m and 2  $\mu$ m. (b) A-C distance measurements from the same signal pairs were taken after collection of the image stacks at three different Z steps; 100, 150 and 200 nm. There is no difference between the spread of data or mean values for the three data sets. n=101. (c) The tolerance of a FISH experiment represents the distance that can be measured between different fluorescent labels to the same probe. Here we hybridised two pools of oligos for MCS-R2 directly labelled with Cy3 and digoxigenin and find a mean tolerance of 53 nm, well below measurements across the  $\alpha$ -globin locus. n=121.

How the deposited data were processed for this re-analysis (not part of the article)

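Chromatin interactions at the mouse globin loci were measured by NG Capture-C in 39 samples of 13 conditions. They comprise MFL erythroblasts at 0 h and 30 h captured from Hba1/2, Hbb1/2 and CTCF −39.5 (3 replicates each, sequenced in 2 runs), MFL and mES cells captured from MCS-R1 and MCS-R2 (3 replicates each), MFL 30 h and mES cells captured from the 5 FISH probes (3 replicates each), DKO and WT erythroblasts captured from Hba1/2, Hbb1/2 and CTCF −39.5, +44 and +48 (3 replicates each), AMKO and WT erythroblasts captured from MCS-R1 and MCS-R2 (1 library each), and untreated, DMSO-treated and DRB-treated erythroblasts captured from Hba1/2 (1 library each). Conditions and replicate numbers came from the sample labels and the paper. For the MFL libraries captured from MCS-R1 and MCS-R2 the paper and the sample descriptions give 30 h, while the time field of the labels gives 0 h, and 30 h was used.

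The authors made DpnII 3C libraries, captured them with oligonucleotides in a double capture, and counted reporter reads on DpnII fragments of mm9 with their own scripts. The values that the authors deposited have RPM as the nearest common unit, but every viewpoint sums to 100000 over all chromosomes, so they are reads per 100000 reporter reads of that viewpoint. The values of a viewpoint are whole multiples of 100000 divided by a whole number, and this number was taken as its reporter reads. For most viewpoints whole reads were recovered in this way. For viewpoints A and Ex of some samples, and for the Hba-a2 viewpoint with DRB, a single read was worth close to a power of 10, which rounding could imitate, and edgeR was not run from A and Ex. All 21 viewpoint fragments on chromosomes 7 and 11 were checked against the mm9 sequence and have the DpnII site GATC at both ends and 0 inside. Genes were taken from GENCODE vM1, which uses the same build. Filters and read mapping by the authors could not be repeated from these values.

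Fragments within 1 kb of any viewpoint of the same panel were left out, and each viewpoint was scaled to 100000 interactions on its own chromosome. Sequencing runs of a replicate were averaged, as were the viewpoints of a pair (Hba1/2, Hbb1/2, R1/R2, +44/+48). For shares, ratios and limma, runs were averaged and not added because they are not independent. For the 0 h and 30 h libraries the runs of a replicate differed by less than sampling noise. For edgeR, the reads of all runs and of both viewpoints of a pair were added. Its counts between 30 h and 0 h thus rest on reads that are not independent. The technical replicates of the FISH probe capture, called runs here, were averaged too. They differed by more than sampling noise, with a chi-square per degree of freedom of 2.01 to 3.61 in MFL and 1.98 to 2.83 in mES cells. They may therefore not be 1 library sequenced again, and the labels do not say. Bins of 2 kb with a mean of at least 10 were compared with limma on log2 values after adding 1, and an adjusted p (Benjamini-Hochberg) of 0.05 was the threshold. Shares of cis interactions in fixed intervals were compared by two-sided exact permutation tests over the 20 arrangements of 3 against 3 replicates, which cannot give a p below 0.1. Ratios of interactions per kb between intervals of the same viewpoint were given per replicate with their SD and without a test, except that differences of such ratios between MFL and mES cells had an exact permutation test. For single libraries, 95% Wilson intervals were given, and the interval of a log2 ratio was computed from the read counts. The paper names DESeq2 for significance in its differential analysis. DESeq2 was not used here. edgeR's quasi-likelihood test, run where whole reads were recovered, is the nearest test on counts.

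The intervals were fixed from coordinates in the paper: the domain was the COMP BAC, the flanks were intervals of the same length on each side, and the probe windows were the plasmid probes. Sites named in the text were taken from those that the paper names with coordinates and, for each comparison and direction, the bin with the smallest adjusted p among those past the threshold that changed the same way in all replicates. The comparisons, tests, named sites and most alternatives were chosen before the data were examined. The ratios of domain to flanks, the tests of differences between ratios, the shares from CTCF −39.5 at 0 h and 30 h, from HS60 and from HS1/HS2, the window that ends at the +48 site, the AMKO values without the deleted window in the total, and the thinning of mES reads to the MFL depth were added after the data were seen.

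Depth differed between groups. Reporter reads per viewpoint in the first run ranged from 16344 to 39788 at 0 h and 6910 to 18045 at 30 h from Hba1/2, from 31013 to 46510 in mES and 5332 to 16459 in MFL cells from R1/R2, and from 72325 to 188599 in mES and 6642 to 38984 in MFL cells from the FISH probes. The smallest value that 3 reads can show is given in the text for Hba1/2, Hbb1/2, for MFL cells from R1/R2 and for the FISH probes, and a bin with 0 reads in MFL cells or in DKO is read as below this floor. Wilson intervals and floors cover counting error only. limma, limma with a mean-variance trend and edgeR's quasi-likelihood test were tested on simulated data with 1000 bins, of which 200 were changed by a log2 fold change of 1.5. The dispersion was set to 0.03 and not estimated from these data. Depths were the added reads of all runs and both viewpoints, so the depth at 30 h and 0 h was overstated. In the domain from Hba1/2, the median log2 fold change between 30 h and 0 h was only 0.32. Recovery of such changes was not tested. At the depths of 30 h against 0 h they recovered 46.5%, 62.0% and 67.5% of the changed bins, at the depths of DKO against WT 79.5%, 84.0% and 85.5%, and at those of MFL against mES from R1/R2 55.5%, 61.0% and 76.5%. False calls were at most 4.26% of calls.

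The alternatives were bins of 5 kb, single DpnII fragments, a pseudocount of 10, no filter on low bins, values as deposited, the first or the second run only, 5 kb left out around viewpoints, each replicate left out in turn, the replicate number as a block, the mean-variance trend, edgeR on whole reads, shares of interactions within 500 kb, the domain extended to probe A, single viewpoints of a pair, the enhancer fragments kept, and the β-globin interval extended to HS60. After centring each group, the mean correlation of same-numbered replicates of 2 groups was −0.09 to 0.09, above that of other replicates in 6 of 12 comparisons. Centring ties the 2 values to each other, so whether same-numbered replicates are paired was left open. Combined columns that sum viewpoints already used, and the viewpoints HS90 and Slc25A37 except in the DRB experiment, were left out.

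Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16 were used.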

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

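The test of read depth for HS1/HS2 was chosen after the result was seen, and no test was made for HS60.

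The MFL and mES libraries captured from MCS-R1 and MCS-R2 also hold the viewpoints HS1 and HS2 of the β-globin LCR (chromosome 7, 111007506 to 111007930 and 111009550 to 111009749), which the paper does not report on. In MFL erythroblasts, 8.30% ± 1.36 (SD, n = 3) of their cis interactions fell in the 14.5 kb window of the adult β-globin genes, against 0.84% ± 0.38 in mES cells, a log2 difference of 3.39 without overlap between groups (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The libraries are shallow here, with 711 to 3873 reporter reads per viewpoint in MFL and 522 to 3767 in mES cells. If too few mES reads were the cause, the interval of the mES share would reach the MFL share. Pooled over replicates, the mES share was 0.81% with a 95% Wilson interval up to 1.06%, and the MFL share was 7.89% with an interval from 7.15% to 8.71%. Sampling of few reads is therefore not enough to explain the difference. Single libraries held 6.92% to 9.63% in MFL and 0.48% to 1.23% in mES cells, which argues against variation between single libraries as the source. The cell types were captured and sequenced as separate libraries. A difference shared by all libraries of a cell type was therefore not tested and stays open.

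The MFL libraries captured from Hba1/2 also hold HS60, a site beyond the LCR (chromosome 7, 111061643 to 111062050), for which the paper reports no values. At 0 h, 5.10% ± 0.43 (SD, n = 3) of its cis interactions fell in the interval from the β-globin genes to the LCR, and at 30 h 3.84% ± 0.01, a log2 difference of −0.41 without overlap between groups (two-sided exact permutation test, p = 0.1). With the interval extended to HS60 itself, the log2 difference was −0.01 and the groups overlapped (exact permutation test, p = 0.8). The extended interval includes the contacts next to the viewpoint. It therefore cannot decide whether the share changed in the interval from the genes to the LCR. Over the same libraries, the share of Hbb1/2 in this interval rose by a log2 difference of 0.33. No control sample was used for HS60, and the share was set against the smallest value that the depth can show. No technical or biological explanation was tested.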

How the results depend on the processing

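The window that ends at the +48 site, the AMKO values without the deleted window in the total, and the thinning of mES reads were chosen after the results were seen, as were the ratios of domain to flanks, the shares from CTCF −39.5 between 30 h and 0 h, from HS60 and from HS1/HS2.

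The 19 shares chosen before the data were examined were recomputed under their alternatives, 232 values in all. Of these, 227 kept the direction and the side of the threshold and 5 reversed. Because the exact permutation test of 3 replicates against 3 cannot go below p = 0.1, this shows the stability of direction only, and 16 of the shares never reversed. The share of C in the upstream flank (log2 difference 0.09 between MFL and mES cells) reversed to −0.16 for values as deposited and −0.061 with the first run only, and rose to 0.54 within 500 kb. The share of Cx there (−0.34) reversed to 0.21 within 500 kb. The DKO share of CTCF +44/+48 in the domain (−0.16) reversed to 0.016 within 500 kb and 0.083 with 5 kb left out. Of the added shares between 30 h and 0 h from CTCF −39.5, the downstream flank (0.05) reversed to −0.055 for values as deposited, and the domain (0.11) to −0.056 with 5 kb left out. The share of HS60 (−0.41) kept its direction but fell to −0.014 with the interval extended to HS60. The cause was not tested for any of these.

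With the replicate number as a block (paired differences), every share keeps its value, and the smallest p of the paired exact test is 0.25. The number of bins past the threshold was 0 from Hba1/2 between 30 h and 0 h (2 without the block), 74 from R1/R2 (124), 1 from Ex (15), 1 from A (65), 45 from Cx (88), 0 from Hba1/2 in DKO (14), 0 from CTCF +44/+48 (30) and 1 from Hbb1/2 in DKO (2). At an unadjusted p of 0.05, the counts of 0 become 17, 47 and 71 in this order. The counts from E (154, against 175) and C (93, against 101) stayed within 1.5 times.

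With each replicate left out in turn, the number of bins ranged from 0 to 9 from Hba1/2 and 0 to 3 from Hbb1/2 between 30 h and 0 h, from 56 to 155 from R1/R2, 0 to 18 from Ex, 1 to 66 from A, 48 to 86 from C, 38 to 69 from Cx, 0 to 3 from Hba1/2 in DKO, 0 to 25 from CTCF +44/+48 and 1 to 3 from Hbb1/2 in DKO. Of the fits that gave 0 bins, those from Hba1/2 in DKO had 38 to 54 bins at an unadjusted p of 0.05, those from CTCF +44/+48 52 to 66, that from Ex 46, and those between 30 h and 0 h 7 to 12. The cause was not tested.

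The mean-variance trend in limma gave 9 bins from Hba1/2 and 5 from Hbb1/2 between 30 h and 0 h, 36 from Ex, 40 from Hba1/2 in DKO, 46 from CTCF −39.5 and 72 from CTCF +44/+48. edgeR on whole reads gave 10 and 10 between 30 h and 0 h, 198 from R1/R2, 141 from Cx, 41 from Hba1/2 in DKO, 46 from CTCF −39.5 and 73 from CTCF +44/+48. Between 30 h and 0 h, it used the added reads of both runs, which are not independent. edgeR was not run from A and Ex.

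Bins of 5 kb gave 0 from Hba1/2 between 30 h and 0 h, 77 from R1/R2, 79 from E, 57 from C, 29 from Hba1/2 in DKO, 10 from CTCF −39.5 and 0 from Hbb1/2 in DKO, where the counts of 0 become 10 and 4 at an unadjusted p of 0.05. Single fragments gave 4 from Hbb1/2 between 30 h and 0 h, 3 from Ex, 10 from A, 55 from C, 8 from Hba1/2 in DKO and 0 from CTCF +44/+48 (170 at an unadjusted p of 0.05). A pseudocount of 10 gave 0 from Hba1/2 between 30 h and 0 h (27 unadjusted) and 30 from Ex. Without the filter on low bins, 1 bin passed from Ex and 1 from Hba1/2 in DKO. Values as deposited gave 0 from Hba1/2 between 30 h and 0 h (14 unadjusted), 8 from Hba1/2 in DKO and 14 from CTCF +44/+48. With 5 kb left out, 1 passed from Ex and 4 from Hba1/2 in DKO. The first run only gave 6 from Ex, 5 from A, 31 from C and 53 from Cx, and the second run only 7 from Hba1/2 and 10 from Hbb1/2 between 30 h and 0 h. Thinning the mES reads to the MFL depth gave 55 from Cx. The cause was not tested. For the 18 bins with the smallest adjusted p by comparison and direction, of which not all are named in the text, 201 alternatives kept the direction and the side of the threshold, and 43 kept the direction but no longer passed.

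Of the ratios per kb, 5 kb left out moved CTCF +44/+48 (0.85) to 1.27, Cx in MFL cells (1.64) to 1.81, R2 in MFL cells (3.23) to 2.94 and in mES cells (2.13) to 1.52, and CTCF −39.5 at 30 h (−0.43) to −0.20. It moved R1/R2 outside the deletion to 1.72 in mES, 2.59 in MFL, 2.46 in AMKO and 2.34 in WT cells, and Hba1/2 to 2.52 with DRB and 2.62 in untreated cells. Extending the domain to probe A gave 1.24 from C and 1.47 from Cx in MFL cells, 3.14 from Hba1/2 at 30 h, 3.08 from R2 in MFL and 1.99 in mES cells, and 2.50, 2.68 and 2.60 with DRB, with DMSO and untreated. The first run gave 1.09 from C, 1.44 from Cx and 1.02 for E over C from A in MFL cells, and the second run 1.83, 1.90 and 1.98, and 4.73 for Ex over Cx. The first viewpoint of a pair gave 0.66 from CTCF +44/+48, 1.97, 2.40, 2.34 and 1.99 from R1/R2 in mES, MFL, AMKO and WT cells, and 2.73 with DRB, and the second 1.09, then 2.55, 3.43, 3.00 and 3.04, and 2.51. Values as deposited gave 2.88 from R1/R2 in MFL cells. Windows that end at the boundary gave 0.50 from CTCF −39.5 (−0.59) and 1.01 from CTCF +44/+48. The cause was not tested. Ratios and shares for windows of single probes could not be computed with 5 kb left out.

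The AMKO log2 ratio of −0.14 became −0.20 for values as deposited, 0.26 within 500 kb, −0.18 with 5 kb left out, 0.01 from R1 alone, −0.26 from R2 alone and −0.31 without the deleted window in the total. The DRB log2 ratio of −0.13 became −0.073 for values as deposited and −0.078 within 500 kb. The cause was not tested.

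Depth limits the bins that fall to 0 in MFL cells, since 3 reads at the MFL depth from R1/R2 are worth 27.5 to 82.9 per 100000 cis interactions. From HS1/HS2 in MFL cells they are worth 230.9 to 711.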

Differences from the paper's values

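The comparison of the length of the AMKO deletion and the window that ends at the +48 site were chosen after the data were seen.

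The paper states 1 value for a measure computed here, the length of the AMKO deletion. The paper's value is 16 kb, and the run of fragments that lost their interactions was 16.5 kb, also from R1 or R2 alone, so the values do not differ.

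The paper describes the globin domains at MFL 0 h and 30 h as looking equivalent, with little change between the time points. Here the share of cis interactions within the domain was higher at 30 h by a log2 difference of 0.41 from Hba1/2 and 0.33 from Hbb1/2, without overlap between replicates (exact permutation test, p = 0.1 for both). For values as deposited, the difference from Hbb1/2 was 0.16 and the replicates overlapped (exact permutation test, p = 0.5). Of single bins, limma placed 0 higher from either pair of viewpoints and 2 lower from Hba1/2, while 21 bins from Hba1/2 and 15 from Hbb1/2 passed an unadjusted p of 0.05. edgeR placed 10 higher from Hba1/2 and 9 from Hbb1/2, on the added reads of both runs, which are not independent.

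The paper describes the boundary CTCF sites as avoiding the domain and contacting a plateau on its other side. From CTCF −39.5, the downstream flank had fewer interactions per kb than the far part of the domain, a log2 ratio of −0.59 ± 0.10 (SD, n = 3). The flank lies farther from the viewpoint and the ratio was not corrected for distance, so it does not speak against the paper's description. In the shorter window that ends at the +48 site, chosen after seeing the values, the ratio was 0.50 ± 0.11. The +44 and +48 fragments themselves were left out of it. From CTCF +44 and +48 the ratio was 0.85 ± 0.12.

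The paper describes the interactions of the probe viewpoints in mES cells as limited to immediate proximity. From A in mES cells, the window of Ex had more interactions per kb than that of Cx, a log2 ratio of 1.40 ± 0.29 (SD, n = 3). With each replicate left out in turn, this ratio was 1.23 to 1.50. The inner pair, E over C, showed no such asymmetry, with a log2 ratio of 0.12 ± 0.29 that spanned 0.

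The paper states that the domain in DKO still forms as seen from the CTCF sites. From CTCF +44 and +48, the share of the upstream flank was lower in DKO than in WT by a log2 difference of −0.39 (exact permutation test, p = 0.1), and it stayed negative under every alternative run for it. Within DKO, this flank still held more than the domain, 13.2% against 7.89%. From CTCF −39.5, the domain share was not lower in DKO (log2 difference 0.15), while the downstream flank share was (−0.20). A lower flank share is not absence of the domain.

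The paper describes the domain as unaltered by DRB. The share of Hba1/2 interactions within the domain was lower with DRB than with DMSO by a log2 ratio of −0.13, with a 95% interval of −0.17 to −0.08 that covers counting error only, from 1 library each.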

Other observations

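The tests in this part, the thinning of reads included, were chosen after the patterns were seen, and those of random ligations, of sequencing runs, of the deleted genes in the total and of other splits of the samples also after the values that they measure.

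The run of fragments deleted in AMKO was not empty. A group of 4 fragments at 32185903 to 32187831 on chromosome 11, over Hbq1b, kept 20.6% of the WT value (947 WT and 278 AMKO reads). The other 31 fragments, without the last fragment of the run, kept 4.79% (5482 WT and 375 AMKO reads), from 2.12% to 8.85%. Reads shared between paralogs are a candidate explanation for the group over Hbq1b. Of its words of 50 bases, 13.2% also occur outside the interval, against 2.21% in the other fragments, which does not settle how many reads could have come from elsewhere. For the remaining fragments, reads from WT material or another library may contribute, and AMKO and WT reads over them had a rank correlation of 0.84 across fragments, which are not independent replicates. Ligation to fragments of similar length and sequence could give the same correlation, so neither pattern can be told apart from these explanations.

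From R1/R2, the first 2 kb of the domain at the CTCF −39.5 end had 1191 interactions per 100000 cis interactions in AMKO and 897 in WT, a ratio of 1.33. The highest of the 4 WT MFL libraries had 1045. The total includes the deleted genes, which AMKO lacks. With their window left out of the total, AMKO had 1220 and WT 1033, a ratio of 1.18, and the highest WT library had 1189, so the deleted genes missing from the total account for part of the difference. With 1 AMKO library, the rest cannot be told apart from a difference between libraries. mES cells had 1383 ± 94.7 (SD, n = 3) there, and 1443 ± 97.9 with this window left out.

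In mES cells, A had more interactions per kb with Ex than with Cx. If mappability or fragment density of the windows were the cause, the window of A seen from Ex and from Cx in turn would be about equal. Its log2 ratio was 0.77 ± 0.17 in mES cells (SD, n = 3) and 2.91 ± 0.24 in MFL erythroblasts. The window alone is therefore not enough to explain the asymmetry. A difference in how A, Ex and Cx were captured was not tested, so the asymmetry may still be technical in part.

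The lower domain share of Hba1/2 with DRB was compared with other viewpoints in the same libraries. The share within 50 kb was lower with DRB than with DMSO from 4 of 4 viewpoints outside the globin loci, with a median log2 ratio of −0.08, and from both Hba1/2 viewpoints, with a median of −0.10. The Hbb1/2 viewpoints fell by log2 ratios of −0.15 and −0.20, and Chac2, outside the globin loci, by −0.16, so the fall was not of one size over the library. With DMSO the share was higher than in untreated cells from all of these viewpoints, by log2 ratios of 0.02 to 0.14, so a raised share in the DMSO library is another reading. The lower share may in part reflect a change in the whole library rather than at the domain, and with 1 library per treatment an effect of DRB cannot be told apart from this.

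The higher domain share of Hba1/2 at 30 h than at 0 h was set against 2 technical explanations. If the 30 h libraries held fewer random ligations, the share of interactions within 500 kb would rise as much from CTCF −39.5 as from Hba1/2. It rose by a log2 difference of 0.05 (0.052) from CTCF −39.5, against 0.22 from Hba1/2 and 0.16 from Hbb1/2. The share within 500 kb from Hba1/2 contains the domain share itself, so its larger rise in part restates the difference. For shares of the interactions within 500 kb, the domain difference fell from 0.41 to 0.19. The test therefore leaves open whether fewer random ligations explain part of the difference. Within single sequencing runs, the log2 difference of the domain share was 0.44 and 0.380. All replicates of both time points were sequenced in both runs and averaged, so this second test had only 1 possible outcome and shows no stability. Depth also differed between the time points, and its effect on the share was not tested directly. At 0 h, first-run Hba-a1 reads from 20033 to 39788 went with domain shares of 39.7% to 40.7%. At 30 h, the share fell from 54.3% to 52.0% as these reads rose from 7997 to 18045. The 30 h replicate with 18045 reads and the 0 h replicate with 20033 had shares of 52.0% and 39.7%. These values argue against depth as the source of most of the difference, but a biological difference is only a hypothesis.

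From R1/R2 and E, many bins outside the domain and its flanks were lower in MFL than in mES cells, 75 of 139 and 115 of 131. With mES reads thinned to the MFL depth, 54 of 138 and 109 of 130 were lower, and the counts do not show whether these are the same bins. A difference in depth is thus not enough to explain most of the count from these viewpoints. From C and Cx, 35 and 22 of 139 such bins were lower, and 25 and 8 of 139 were lower after thinning. At an unadjusted p of 0.05, the lower bins from Cx were 37 before and 35 after thinning, so the fall from Cx depends on the adjusted threshold. The share of cis interactions also differed, from 63.1% to 69.8% in MFL and from 77.9% to 88.2% in mES cells from R1/R2, and the cell types are separate libraries, so other differences between libraries were not excluded.

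Other splits of the 6 samples of each comparison were fitted in the same way. Of the 10 splits, 4 part all same-numbered replicates, the real one included, and the other 6 part 1 pair only. From R1/R2, Ex, E, A, C and Cx between MFL and mES cells, from Hba1/2, CTCF +44/+48 and Hbb1/2 between DKO and WT, and from Hba1/2 between 30 h and 0 h, 1 of the 4 gave as many bins past the threshold, the real one. From Hbb1/2 between 30 h and 0 h and from CTCF −39.5 between DKO and WT, where 0 bins passed and 15 and 49 passed an unadjusted p of 0.05, 4 of the 4 did. With a real count of 0 this was the only possible outcome. Over all other splits, the highest count was 2 from Hba1/2 and 2 from Hbb1/2 between 30 h and 0 h, 1 from Hbb1/2 between DKO and WT, and 0 in the rest. A share of splits under 0.05 cannot be reached with 3 samples against 3, so this test cannot decide for any of the counts. From R1/R2, E, A, C and Cx, the real split gave 124, 175, 65, 101 and 88 bins, and every other split gave 0.

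The viewpoint named Hbb.b1 in the files (chromosome 7, 110961967 to 110962817) lies in the gene that GENCODE vM1 calls Hbb-b2, and the viewpoint named Hbb.b2 (110975976 to 110976456) in Hbb-b1. Both were averaged, so no share depends on the names.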
